# A temporally dynamic *Foxp3* autoregulatory transcriptional circuit controls the effector Treg programme

**DOI:** 10.15252/embj.201899013

**Published:** 2018-07-10

**Authors:** David Bending, Alina Paduraru, Catherine B Ducker, Paz Prieto Martín, Tessa Crompton, Masahiro Ono

**Keywords:** Foxp3, immunotherapy, Tocky, transcriptional dynamics, Treg, Immunology, Transcription

## Abstract

Regulatory T cells (Treg) are negative regulators of the immune response; however, it is poorly understood whether and how *Foxp3* transcription is induced and regulated in the periphery during T‐cell responses. Using *Foxp3*‐Timer of cell kinetics and activity (Tocky) mice, which report real‐time *Foxp3* expression*,* we show that the flux of new *Foxp3* expressors and the rate of *Foxp3* transcription are increased during inflammation. These persistent dynamics of *Foxp3* transcription determine the effector Treg programme and are dependent on a Foxp3 autoregulatory transcriptional circuit. Persistent *Foxp3* transcriptional activity controls the expression of coinhibitory molecules, including CTLA‐4 and effector Treg signature genes. Using RNA‐seq, we identify two groups of surface proteins based on their relationship to the temporal dynamics of *Foxp3* transcription, and we show proof of principle for the manipulation of *Foxp3* dynamics by immunotherapy: new *Foxp3* flux is promoted by anti‐TNFRII antibody, and high‐frequency *Foxp3* expressors are targeted by anti‐OX40 antibody. Collectively, our study dissects time‐dependent mechanisms behind Foxp3‐driven T‐cell regulation and establishes the *Foxp3*‐Tocky system as a tool to investigate the mechanisms behind T‐cell immunotherapies.

## Introduction

Upon antigen recognition through the T‐cell receptor (TCR), T cells express interleukin(IL)‐2 and CD25 (IL‐2 receptor alpha chain), which together promote T‐cell activation, proliferation, and differentiation (Shimizu *et al*, 1986; Gaffen, 2001). Intriguingly, CD25‐expressing T cells from healthy animals are markedly enriched with regulatory T cells (Treg) that express the transcription factor Foxp3 (Fontenot *et al*, 2003; Hori *et al*, 2003). Foxp3 expression is a major determinant of Treg phenotype and function, and Foxp3 interacts with transcription factor complexes, such as those involving NFAT and Runx1, to repress IL‐2 transcription and convert the effector mechanisms in T cells into a suppressive one (Wu *et al*, 2006; Ono *et al*, 2007; Rudra *et al*, 2012). Treg have activated phenotypes, and upon TCR signals, Treg suppress the activities of conventional T cells (Shevach, 2000). TCR signalling is the major regulator of Treg differentiation in the thymus, as T cells that have received strong TCR signals preferentially express CD25 and Foxp3 and differentiate into Treg (Hsieh *et al*, 2012). Additionally, costimulatory receptors augment TCR signal‐dependent Foxp3 and CD25 expression (Tai *et al*, 2005; Mahmud *et al*, 2014). In the periphery, strong TCR signals further differentiate Treg into “effector Treg”, showing enhanced suppressive function (Rosenblum *et al*, 2016).

Accumulating evidence indicates that Foxp3 expression is dynamically controlled in Treg and non‐Treg. TCR stimulation induces Foxp3 expression in human (Tran *et al*, 2007) and mouse T cells (Miyao *et al*, 2012) *in vitro*. Studies using T‐cell receptor (TCR) transgenic systems have shown that Foxp3 expression is induced in non‐Treg in some inflammatory conditions *in vivo* (Curotto de Lafaille *et al*, 2008). Although such induced Foxp3 expression is often dismissed as “transient expression”, the dynamic induction of Foxp3 expression may have functional roles during T‐cell responses if this reactive Foxp3 expression occurs in activated polyclonal T cells during inflammation *in vivo* (Ono & Tanaka, 2016). In addition, Foxp3 expression can be dynamically downregulated in Treg. Fate‐mapping experiments showed that, while most of thymus‐derived Foxp3^+^ T cells stably express Foxp3, some Foxp3^+^ cells downregulate Foxp3 to become ex‐Foxp3 cells in the periphery, joining the memory‐phenotype T‐cell pool (Miyao *et al*, 2012). PD‐1 KO mice with a partial Foxp3 insufficiency lead to generation of ex‐Foxp3 effector T cells (Zhang *et al*, 2016), indicating that the mechanism of T‐cell activation is involved in the dynamic regulation of *Foxp3* transcription. These findings lead to the hypothesis that Foxp3 acts as a cell‐intrinsic and transcellular negative feedback regulator for T‐cell activation among self‐reactive T‐cell repertoires (Ono & Tanaka, 2016), challenging the thymus‐central view of Treg‐mediated immune regulation.

The key question is whether and how frequently activation of new *Foxp3* transcription is induced in non‐Treg cells in physiological conditions, and how *Foxp3* transcription is sustained in existing Treg during the immune response. Since the death rate of Treg and other T cells is difficult to determine experimentally, the relative proportions of Foxp3^+^ and Foxp3^−^ cells in steady‐state conditions may not reflect the probability of new *Foxp3* induction in individual T cells, especially when T cells are expanding and dying during the immune response. Furthermore, human studies show that the level of Foxp3 expression may determine the functional state of Treg: the higher Foxp3 expression is, the more suppressive Treg are (Miyara *et al*, 2009; Fujii *et al*, 2016). Thus, it is fundamental to investigate the temporal dynamics of *Foxp3* transcription over time in individual T cells *in vivo*, but this has been technically difficult to do to date.

Here, we use our novel Timer of cell kinetics and activity (Tocky) system to reveal the time and frequency of *Foxp3* transcription during peripheral immune responses (Bending *et al*, 2018). In the *Foxp3*‐Tocky system, the transcriptional activity of the *Foxp3* gene is reported by Fluorescent Timer protein, the emission spectrum of which spontaneously changes from Blue to Red fluorescence after translation (Subach *et al*, 2009). We show that during inflammation, the flux of *Foxp3* ^−^ to *Foxp3* ^+^ T cells dramatically increases within the periphery. In addition, we demonstrate that the real‐time frequency of *Foxp3* transcription determines effector Treg differentiation. Thus, we provide experimental evidence that *Foxp3* expression is dynamically regulated in Treg and non‐Treg during inflammation *in vivo*, providing fresh insight into Foxp3‐driven T‐cell regulation.

## Results

### Timer‐Blue fluorescence reports real‐time *Foxp3* transcription

Fluorescent Timer protein (Timer) is an mCherry mutant (precisely FT‐Fast), and when translated, the chromophore of Timer is an unstable blue form, which spontaneously and irreversibly matures to become a stable red form (Subach *et al*, 2009). We hypothesised that Timer‐Blue fluorescence in *Foxp3*‐Tocky mice reports the real‐time transcriptional activities of the *Foxp3* gene. To determine the relationships between *Timer* mRNA expression and endogenous *Foxp3* transcripts, we performed an RNA degradation assay using actinomycin D. After actinomycin D treatment, the transcripts of *Timer*,* Foxp3* and an unrelated mRNA species, *Hprt*, exhibited similar half‐lives (1.14, 1.46 and 1.73 h, respectively, Fig 1A). This indicates that *Timer* transcripts are well correlated to *Foxp3* ones in *Foxp3*‐Tocky T cells, in which *Timer* transcripts report the transcriptional activity of the *Foxp3* gene (Bending *et al*, 2018). Next, we analysed the half‐life of Timer‐Blue fluorescence in activated T cells *in vitro* using a short‐term treatment with cycloheximide (CHX) to inhibit new protein synthesis. While a previous study estimated the maturation half‐life of Timer‐Blue to be 7.1 h, using purified Timer proteins and by fitting data to a pharmacological kinetic model (Subach *et al*, 2009), here we aimed to experimentally determine the half‐life of Timer‐Blue fluorescence by flow cytometric analysis of *Foxp3*‐Tocky T cells. Upon CHX treatment, flow cytometric plots showed that Foxp3‐Timer‐Blue fluorescence rapidly decayed, while Timer‐Red fluorescence was more stable (Fig 1B). The half‐life of Timer‐Blue fluorescence was estimated to be 4.1 h (Fig 1C), which was in keeping with measurements of Timer‐Blue using the *Nr4a3*‐Tocky system (Bending *et al*, 2018). In contrast, Timer‐Red fluorescence gradually increased (Fig 1D), due to the accumulation of matured proteins. In addition, we investigated the decay of Timer‐Red fluorescence by sorting pure Timer‐Red^+^ T cells from *Nr4a3*‐Tocky mice (Bending *et al*, 2018), in which Timer‐Blue proteins are only induced in response to TCR stimulation, and cultured them in the absence of TCR stimuli (Fig 1E). These data showed that Timer‐Red fluorescence was relatively long‐lived and decayed with a half‐life of approximately 122 h (Fig 1F). The short half‐life of Timer‐Blue fluorescence indicates that Timer‐Blue fluorescence reports real‐time *Foxp3* transcripts, while Timer‐Red fluorescence captures the cumulative activity of *Foxp3* transcription over a period of 5 days.

**Figure 1:**
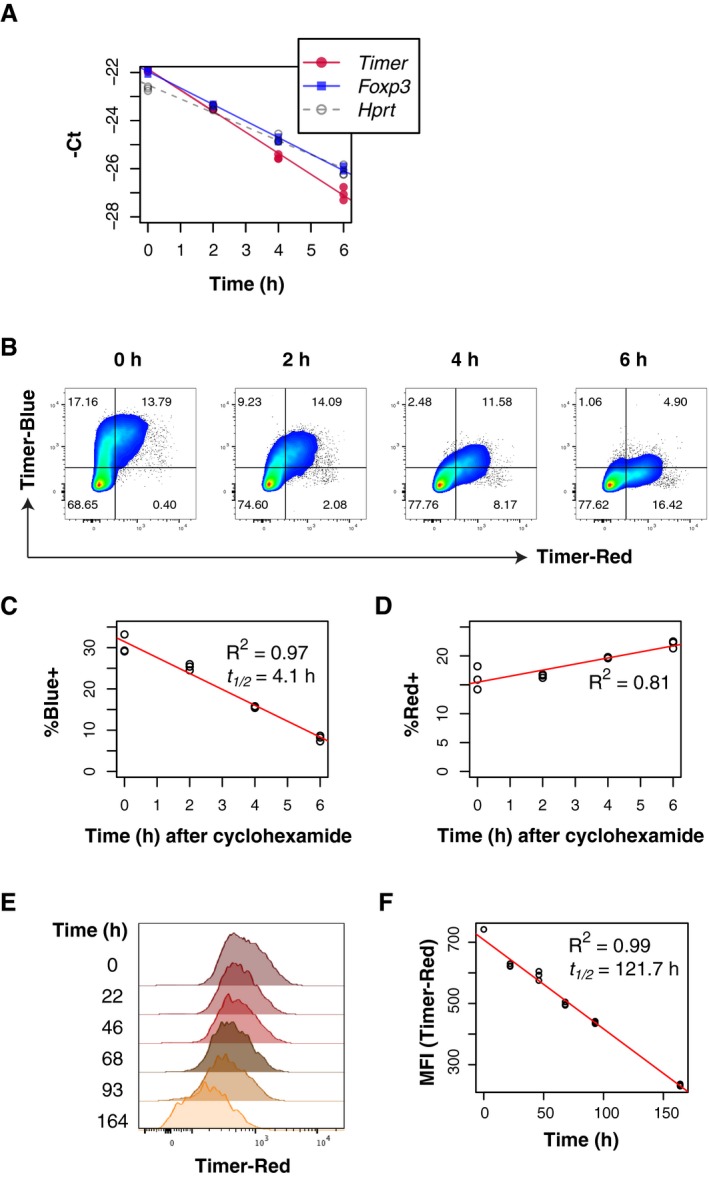
Timer‐Blue fluorescence reports real‐time *Foxp3* transcription ACD4^+^ T cells from *Foxp3*‐Tocky mice were cultured for the indicated time points with 10 μg/ml actinomycin D. RNA was extracted and *Timer*,* Foxp3* and *Hprt* mRNA detected by RT‐PCR. Plotted are the raw Ct values, showing culture triplicates (*n* = 3). Data were reproduced in two independent experiments.BNaïve T cells from *Foxp3*‐Tocky mice were stimulated for 48 h in the presence of anti‐CD3 and anti‐CD28 in the presence of IL‐2 and TGFβ. After 48 h, cells were harvested and incubated with 100 μg/ml cycloheximide for the indicated time points. Cells were analysed by flow cytometry, and shown is the Timer‐Blue versus Timer‐Red fluorescence within CD4^+^ T cells.C, DSummary data of % Timer‐Blue^+^ or % Timer‐Red^+^ in the cultures following addition of cycloheximide. Linear regression analysis by Pearson's correlation. Data showing culture triplicates (*n* = 3) were reproduced in two independent experiments.EBlue^−^Red^+^ CD4^+^ T cells from *Nr4a3*‐Tocky mice were cultured for the indicated time points and then analysed by histograms for Timer‐Red fluorescence in live cells.FLinear regression analysis by Pearson's correlation of decay of Timer‐Red Mean fluorescence intensity (MFI) in cultures. Data showing culture triplicates (*n* = 3) were reproduced in two independent experiments.

### Thymic CD4‐single‐positive cells have higher rates of new *Foxp3* transcription compared to splenic CD4^+^ T cells in neonatal mice

In neonatal mice, Foxp3^+^ T cells are actively produced in the thymus (Dujardin *et al*, 2004). In *Foxp3*‐Tocky mice, thymic CD4‐single‐positive cells showed a higher percentage of Blue^+^ cells in Timer^+^ cells than splenic CD4^+^ cells (i.e. 95 and 63% of all Timer^+^ cells were Blue^+^, Fig 2A).

**Figure 2:**
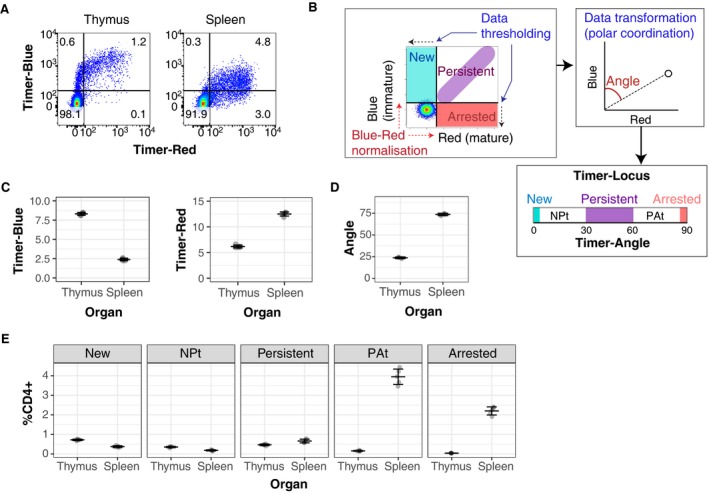
Thymic CD4‐single‐positive cells have higher rates of new *Foxp3* transcription compared to splenic CD4^+^ T cells in neonatal mice CD4‐single‐positive cells from the thymus and CD4^+^ T cells from the spleens of day 10‐old *Foxp3*‐Tocky mice were analysed for Timer‐Blue versus Timer‐Red expression by flow cytometry.Timer data analysis schematic (for detailed methodology see Bending *et al*, 2018).Summary data of Timer‐Blue and Timer‐Red MFI of CD4^+^ T cells from thymus or spleen of individual *Foxp3*‐Tocky mice, *n* = 5, error bars represent mean ± SD.Summary data of Timer‐Angle in CD4^+^ T cells from thymus or spleen of individual *Foxp3*‐Tocky mice, *n* = 5, error bars represent mean ± SD.Timer locus analysis of CD4^+^ T cells from thymus or spleen of individual *Foxp3*‐Tocky mice, *n* = 5, error bars represent mean ± SD.

Timer fluorescence data can be quantitatively analysed by the Timer data analysis for the Tocky system (Bending *et al*, 2018). Briefly, Timer fluorescence data are subjected to data pre‐processing, including thresholding and Blue‐Red normalisation, and subsequently transformed by a trigonometric function to calculate the angle from the Blue axis (Timer‐Angle) in the Blue‐Red plane (Bending *et al*, 2018; i.e. to use the polar coordination; Fig 2B). Since the maturation of Timer proteins is unidirectional from Blue to Red, Timer expression starts from Blue^+^Red^−^ (the New locus), these New cells mature and acquire Red fluorescence within 4 h (Fig 1C and D). When *Timer* transcription persists, cells eventually reach a balanced steady state for Blue and Red fluorescence and accumulate in Blue^+^Red^+^ Persistent locus around 45° degree from the normalised Blue axis. When *Timer* transcription is arrested, cells lose Blue fluorescence and stay in the Blue^−^Red^+^ Arrested locus while Red proteins decay with half‐life of 5 days (Fig 1F). Cells in the Arrested locus can however immediately acquire Blue fluorescence again when they re‐initiate *Foxp3* transcription (Fig 2B), indicating that the Timer‐Angle between Persistent–Arrested loci represents the recent frequency of *Foxp3* transcriptional activity (Bending *et al*, 2018).

Timer‐Blue expression levels in Timer^+^ cells were much higher in the thymus than in the spleen, while Timer‐Red expression levels were higher in the spleen (Fig 2C). These data indicate that the rate of *Foxp3* transcription is higher in the thymus than the spleen, while splenic Foxp3^+^ cells have transcribed the *Foxp3* gene for a longer time on average than thymic Foxp3^+^ cells. These results thus further confirm that *Foxp3*‐Tocky captures real‐time *Foxp3* transcription by Timer‐Blue fluorescence and its history and cumulative activity by Timer‐Red *in vivo*. The mean Timer‐Angle of 10‐day‐old (D10) neonatal thymus is ~25°, while that of the age‐matched spleen is ~75°, indicating that the thymus is enriched with the T cells that have recently initiated *Foxp3* transcription (Fig 2D). Timer locus analysis showed that splenic Treg remarkably accumulated cells in the PAt and Arrested loci, indicating that the majority of spleen Treg have less frequent transcription than thymic Treg. Interestingly, the frequency of T cells in the New locus (i.e. T cells that have newly transcribed the *Foxp3* gene in the previous ~4 h) is not much different between the thymus and the spleen from D10 neonates and is ~0.7 and ~0.4% on average, respectively (Fig 2E).

### The flux of new *Foxp3* expressors and the rate of *Foxp3* transcription are increased in tissue‐infiltrating T cells during the immune response

Next, we tested whether *Foxp3* transcriptional activity is dynamically regulated during the immune response. We used a skin contact hypersensitivity (CHS) model to analyse the dynamics of *Foxp3* transcription in draining lymph nodes (dLN) and skin‐infiltrating T cells after sensitising mice with the hapten oxazolone and challenging them on their ears (Fig 3A). While the effect of hapten on the Timer expression in T cells from dLN showed only marginal changes in the first 5 days during the sensitisation phase (Fig 3B and C), it became more remarkable in the challenge phase. Notably, skin‐infiltrating T cells from oxazolone‐treated skin had high Timer‐Blue expression with lower Timer‐Angle values (Fig 3D and E). The distribution (precisely, kernel‐density estimation, i.e. a smoothed version of histogram) of Timer‐Angle values was markedly right‐skewed in dLN, whether vehicle‐ or oxazolone‐treated, while the Timer‐Angle distribution in the skin showed peaks around 30° to 60° (Fig 3E). T cells were not present in sufficient numbers to be recovered from vehicle‐treated control skin. Most Timer^+^ cells in dLN were Red^+^, and these expressed various levels of Blue fluorescence (Fig 3B), which indicates that *Foxp3* transcription levels vary between individual cells. While immunisation with oxazolone resulted in significant increases in *Foxp3* transcription, as evidenced by increase in Timer‐Blue and a concomitant reduction in Timer‐Angle, in dLN, skin‐infiltrating T cells showed uniformly high Timer‐Blue fluorescence, indicating that these cells had high‐frequency persistent *Foxp3* transcription (Fig 3D and F). On the other hand, Timer‐Red fluorescence was lower in skin‐infiltrating T cells than dLN cells (Fig 3G), and thus, Timer‐Angle was the lowest in skin‐infiltrating T cells (Fig 3H). These indicate that these skin T cells had less accumulated *Foxp3* transcripts and thus that these cells are short‐lived or rapidly dividing.

**Figure 3:**
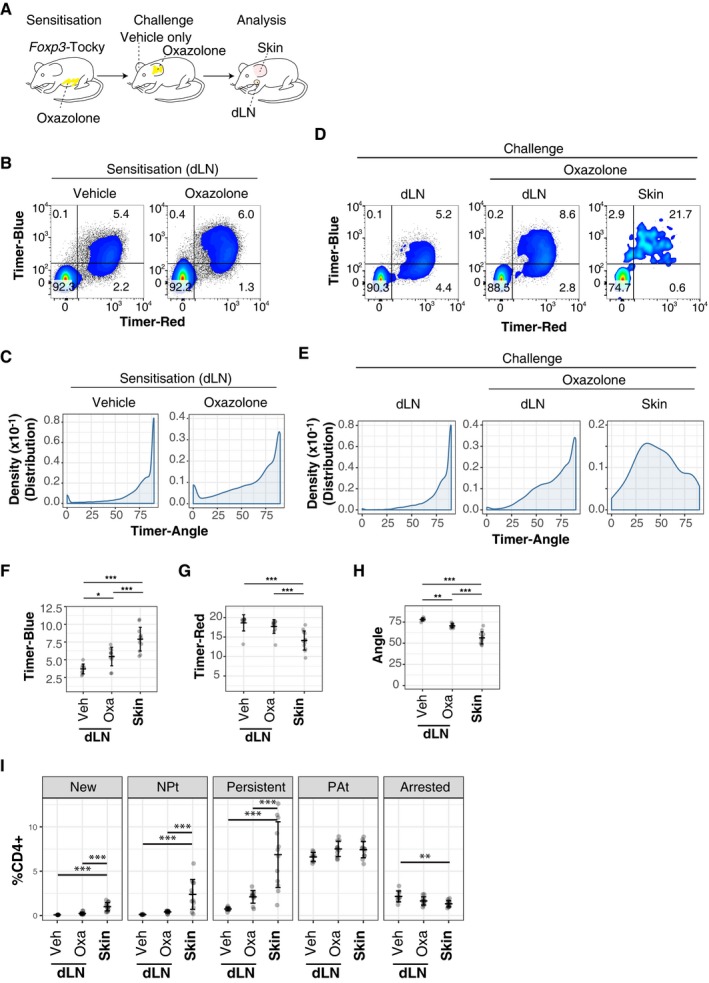
The flux of new *Foxp3* expressors and the rate of *Foxp3* transcription are increased in tissue‐infiltrating T cells during the immune response ASchematic displaying experimental set‐up for analysis of sensitisation and challenge phases of oxazolone‐induced CHS using *Foxp3*‐Tocky mice.BAnalysis of Timer‐Blue versus Timer‐Red fluorescence in CD4^+^ T cells from *Foxp3*‐Tocky mice 5 days after sensitisation with oxazolone or vehicle control.CKernel‐density distributions of Timer‐Angle values from (B).D48 h after challenge with oxazolone or vehicle control, CD4^+^ T cells from *Foxp3*‐Tocky mice were analysed. Displayed are Timer‐Blue versus Timer‐Red flow cytometry plots from vehicle or oxazolone dLN or ear skin.EKernel‐density distributions of Timer‐Angle values from (D).F–HSummary of data showing mean Timer‐Blue (F) or Timer‐Red intensity (G) or Timer‐Angle values (H) in Timer^+^ T cells in vehicle dLN (*n* = 9), oxazolone dLN (*n* = 11) or skin (*n* = 12), 24–48 h after ear challenge of mice with oxazolone, error bars represent mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analysis by one‐way ANOVA with Tukey's honest significant difference test.ITimer locus analysis of CD4^+^ T cells from vehicle dLN (*n* = 9), oxazolone dLN (*n* = 11) or skin (*n* = 12), 24–48 h after ear challenge of mice with oxazolone, error bars represent mean ± SD. **P < 0.01, ***P < 0.001. Statistical analysis by one‐way ANOVA with Tukey's honest significant difference test.Data information: Data are pooled from four independent experiments.

Furthermore, we classified cells according to Timer‐Angle: New (Angle = 0), Persistent (Angle 30°–60°) and Arrested (Angle = 90°). The areas between New and Persistent and between Persistent and Arrested are designated as NPt and PAt, respectively (Bending *et al*, 2018; Fig 2B). This Timer locus analysis clearly showed that skin‐infiltrating T cells were enriched with New, NPt and Persistent cells, compared to dLN T cells (Fig 3I). Collectively, these results indicate that flux from Foxp3^−^ to Foxp3^+^ T cells is increased at sites of inflammation and that skin‐infiltrating Foxp3^+^ T cells have more active *Foxp3* transcription and are short‐lived. These cells are enriched with newly born cells, which may be undergoing cell division and/or accelerated cell death.

### Foxp3 autoregulation maintains the temporal dynamics of persistent *Foxp3* transcription

The dynamic regulation of *Foxp3* transcription during the immune response led us to hypothesise that Foxp3 protein itself is involved in the regulation of *Foxp3* transcription. In order to understand the mechanism regulating temporally dynamic *Foxp3* transcription, we addressed this possibility by investigating the dynamics of *Foxp3* transcription in the absence of Foxp3 protein. To achieve this, we crossed *Foxp3*‐Tocky mice with *Foxp3* ^*EGFP/Scurfy*^ mice. Treg from females from this line will all express the Foxp3‐driven Timer protein, but half will express Foxp3/EGFP and the other half (EGFP‐negative) express the non‐functional Scurfy Foxp3 mutant protein (Fig 4A) due to random X‐inactivation (Gavin *et al*, 2007; Lin *et al*, 2007). This triple transgenic system thus permits the analysis of *Foxp3* transcriptional activity in the absence of functional Foxp3 protein. *Foxp3*‐Tocky *Foxp3* ^*EGFP/Scurfy*^ female mice were immunised with oxazolone, and subsequently, *Foxp3* expression within the dLN was analysed. As scurfy T cells are rare, this was performed during the sensitisation phase in order to analyse a larger number of lymph nodes. All Timer^+^ T cells were analysed and divided into GFP^+^ (WT Foxp3) or GFP^−^ (Scurfy Foxp3 mutant) expressing Treg. Interestingly, the majority of Timer^+^ cells were Blue^+^ in WT Foxp3 cells, while the majority of Timer^+^ cells were Blue^−^ in Scurfy cells (Fig 4B). Timer‐Blue levels were remarkably decreased, and Timer‐Red levels were also moderately decreased, in Scurfy cells (Fig 4C). Timer‐Angle was significantly higher and approached 90° in Scurfy cells (Fig 4D). Scurfy Timer^+^ cells had very few cells displaying Persistent or PAt transcriptional dynamics compared to GFP^+^ Treg, with nearly all cells located in the Arrested locus (Fig 4E). Furthermore, in the absence of Foxp3 protein, Timer‐expressing Persistent/PAt cells actively transcribed *Il2* (Fig 4F), a characteristic of antigen‐stimulated effector T cells. These findings reveal that Foxp3 protein is itself required for controlling *Foxp3* transcription, and the Foxp3 autoregulatory loop actively operates in reactive Treg, suppressing their effector function.

**Figure 4:**
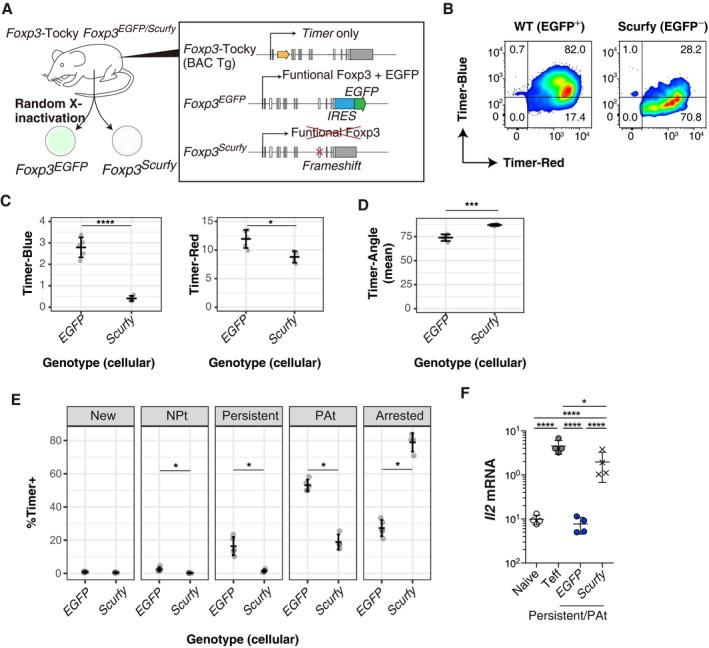
Foxp3 autoregulation maintains the temporal dynamics of persistent *Foxp3* transcription Design of *Foxp3*‐Tocky:*Foxp3* ^*EGFP/Scurfy*^ triple transgenic system to analyse the role of functional Foxp3 in regulation of *Foxp3* transcription. *Foxp3*‐Tocky *Foxp3* ^*EGFP/Scurfy*^ female mice were sensitised with oxazolone for 5 d before analysis of superficial LN (sLN).Shown is Timer‐Blue versus Timer‐Red expression on Timer^+^ T cells within GFP^+^ (i.e. WT) or GFP^−^ (i.e. scurfy) T cells.^1^
Timer‐Blue and Timer‐Red MFI in Timer^+^ T cells from GFP or scurfy expressing Treg. Bars represent mean ± SD, statistical analysis by Student's *t*‐test. *P < 0.05, ****P < 0.0001.Mean Timer‐Angle values of *Foxp3* ^*EGFP*^ and *Foxp3* ^*Scurfy*^ cells, *n* = 4. Bars represent mean ± SD, statistical analysis by Student's *t*‐test. ***P < 0.001.Proportion of Timer^+^ cells within the five Timer loci in *Foxp3* ^*EGFP*^ and *Foxp3* ^*Scurfy*^ from sLN (*n* = 4 mice). Bars represent mean ± SD, statistical analysis by Kruskal–Wallis test. *P < 0.05.qPCR for *Il2* mRNA in Naïve, CD44^hi^ effector T cells (Teff) and *Foxp3* Persistent cells (Blue^+^Red^+^) from GFP^+^ (*Foxp3* ^*EGFP*^) and GFP^−^ (*Foxp3* ^*Scurfy*^). Cells were sorted and RNA was extracted for qPCR, *n* = 4. Bars represent mean ± SD. Data combined from two experiments. Statistical analysis of log_10_ mRNA expression values by one‐way ANOVA with Tukey's honest significant difference test. *P < 0.05, ****P < 0.0001.

### Persistent *Foxp3* transcription promotes the effector Treg programme

These results suggest that persistent *Foxp3* transcription defines Treg with a unique functional status. In order to address this hypothesis, we analysed the influence of *Foxp3* transcription status on transcriptional profile using RNA‐seq. To our knowledge, currently, no flow cytometer is equipped with the function to use derivative parameters, and it is not possible to sort cells according to Timer‐Angle. We sorted cells, therefore, according to their positions in the Blue‐Red plane and experimentally confirmed that distinct Timer populations were sorted according to Timer‐Angle. 

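RNA from 6 T-cell populations of draining lymph nodes was sequenced 5 days after Foxp3-Tocky mice had been sensitised with 3% oxazolone. Foxp3-Tocky mice report Foxp3 transcription by a Timer protein, whose blue form matures into a red form. Timer-negative CD4+ T cells were sorted as CD44lo (Tnaive) and CD44hi (Teff) cells, and Timer+ cells were sorted as Pers1, Pers2, PAt and Arrested cells. Each population had 3 replicates, each from a pool of 3 mice, which made 18 libraries. The authors aligned paired-end reads of 100 bp to the mouse genome mm10 and deposited 1 value per gene and library, in log2 of normalised counts. The table holds 15402 genes with values from -0.02 to 18.89, in the form of the regularised log transform of DESeq2. Such a transform draws the fold changes of genes with few reads towards 0. Read counts were not analysed here, so the depth of the libraries is unknown. Populations were compared in 1 linear model over the 18 libraries, fitted by limma to the values as deposited. The 13190 genes with a mean log2 value of at least 3 were tested, with variances moderated along a trend on mean expression. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Standard errors and adjusted p-values of fold changes come from that model. Foxp3, the gene on whose reporter the cells were sorted, lies on chromosome X of GRCm38 (mm10) from 7573644 to 7595245. Its mean log2 value was 14.61 ± 0.07 (SD, n = 3) in Pers1, 14.82 ± 0.02 in Pers2, 14.53 ± 0.15 in PAt and 14.42 ± 0.03 in Arrested cells. It was 11.34 ± 0.06 (SD, n = 3) in Tnaive and 10.54 ± 0.14 in Teff cells. The log2 fold change of the 4 Timer+ populations against Tnaive and Teff was 3.66 (standard error 0.04, adjusted p = 4.3e-24). Between Pers1 and Pers2 together and PAt and Arrested together, the log2 fold change of Foxp3 was 0.24, short of the threshold of 1. Foxp3 overlaps 2 genes of the opposite strand, Ccdc22 over 1437 bp and Ppp1r3f over 640 bp. The paper's text does not name whether reads were counted by strand, so some reads counted for Foxp3 could belong to these genes.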

T cells were isolated from mice immunised with oxazolone and sorted into four populations by flow cytometry based on their Timer‐Blue and Timer‐Red expression pattern: “Persistent” *Foxp3* transcriptional expressors were isolated as Pers1 (Blue‐intermediate Red‐low) and Pers2 (Blue‐high Red‐high), in addition to PAt (Blue‐low Red‐high) and Arrested (Blue‐negative Red‐intermediate) Foxp3 expressors. Sorted cells were analysed by flow cytometry to confirm the purity according to the gate (Fig 5A). Timer analysis showed that each population exhibited discrete Timer‐Blue, Timer‐Red and Timer‐Angle values (Fig 5B–D), confirming the successful flow sorting of the four distinct populations, the mean angles of which corresponded to the desired loci. 

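In a PCA of the 13190 tested genes, centred and not scaled, the first 3 components held 57.5%, 20.1% and 13.8% of the variance. On the first component, Pers1 libraries scored from 41.7 to 42.7 and Pers2 libraries from 44.7 to 48.9. PAt libraries scored from -9.32 to -8.38, Arrested libraries from -17.4 to -11.0, Teff libraries from -0.307 to 2.42 and Tnaive libraries from -69.2 to -66.0. The mean Euclidean distance over all tested genes was 27.2 between Pers1 and Pers2 libraries and 29.3 between PAt and Arrested libraries. Replicates of 1 population lay 18.2 (Pers1) to 27.3 (Arrested) apart. Across the 12 Timer+ libraries, the distance between a library of Pers1 or Pers2 and one of PAt or Arrested averaged 72.0, against 25.8 within these pairs of populations, a ratio of 2.79. Of the 462 ways to split these 12 libraries into 6 and 6, the real one gave the largest difference (exact permutation test, one-sided, p = 0.00216, the smallest p that this design allows). Most of these splits divide the replicates of a population, so that p-value does not measure how rare this pairing of the 4 populations is. The ratio rose to 4.27 when the PCA used the 500 genes with the largest variance, and the permutation p was unchanged. It fell to 1.81 with genes scaled to unit variance.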

Principal component analysis (PCA) showed that the persistent *Foxp3* expressors (i.e. Pers1 and Pers2) were clustered and similar to each other, and distinct from PAt and Arrested *Foxp3* expressors, which made another cluster (Fig 5E). 

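Between the persistent populations, Pers1 and Pers2, and PAt and Arrested, 990 of the 13190 genes were differentially expressed, 625 higher and 365 lower in the persistent populations. Of all 13190 tested genes, 3162 had each of the 6 persistent libraries above all 6 PAt and Arrested libraries and 2881 had each below them, 45.8% together, where chance gives 0.216%. The number of genes moved most without the threshold on the fold change, to 9357 genes with an adjusted p under 0.05. Far fewer genes separated the populations within each pair, with 25 between Pers2 and Pers1 (19 higher and 6 lower in Pers2) and 16 between Arrested and PAt (6 higher and 10 lower in Arrested). Among the largest increases in the persistent populations were those of Gzmb (log2 fold change 5.28), Ccr2 (4.17), Havcr2 (3.92) and Lgals3 (3.64). The largest decreases were those of Igfbp4 (log2 fold change -3.99), Sorcs2 (-3.94), Itga4 (-3.12), Tspan9 (-3.01) and Bcl2 (-2.97). Pers2 exceeded Pers1 most in Penk (log2 fold change 1.67), Dnah7a (1.54) and Slc7a10 (1.43), and lay below it most in Ggt1 (-1.47), Pdlim4 (-1.40) and Pou2af1 (-1.22). Arrested cells exceeded PAt cells most in Slc16a5 (log2 fold change 1.43), Smtn (1.19) and Tox2 (1.11), and lay below them most in Gbp2b (-1.31), Dnah7a (-1.18) and Itgae (-1.16). Gene lists were also made as the union of genes higher in a population than in any of 3 others. Pers1 and Pers2, each against PAt, Arrested and Teff, had 860 and 970 genes. PAt and Arrested, each against Pers1, Pers2 and Teff, had 766 and 677 genes. Of 54 genes that the paper names for these data or for its protein analysis, 28 were higher and 3 lower in the persistent populations than in PAt and Arrested cells. Adjusted over the list alone the counts were the same 28 and 3, which is not independent evidence, since the study chose most of the list on these samples. Among the gene categories of Fig 5F, 6 of 9 genes of category II and 18 of 22 of category IV were called higher, and 3 of 5 of category I lower.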

Differential expression analysis identified unique clusters of genes (Fig 5F). Persistent *Foxp3* expressors highly expressed the coinhibitory/costimulatory molecules *Ctla4*,* Icos* and *Tigit*, and the serine protease *Gzmb,* all of which are involved in cancer immunity (Sharma *et al*, 2017). In addition, persistent *Foxp3* expressors transcribed other effector Treg signature genes such as *Nkg7*,* Fgl2* and *Irf4*, while they had low expression of naïve T‐cell‐specific genes such as *Ccr7, Bach2* and *Il7r*. These features are fully compatible with the previously reported effector Treg phenotype (Rosenblum *et al*, 2016; Wyss *et al*, 2016). 

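Ctla4 (chromosome 1, 60887000 to 60915832 in GRCm38) had mean log2 values of 15.18 ± 0.08 (SD, n = 3) in Pers1 and 15.38 ± 0.07 in Pers2. It was 13.75 ± 0.26 in PAt, 13.42 ± 0.26 in Arrested, 13.15 ± 0.35 in Teff and 9.25 ± 0.56 in Tnaive cells. The persistent populations exceeded PAt and Arrested cells by a log2 fold change of 1.69 (standard error 0.14, adjusted p = 7.8e-10) and Teff cells by 2.13 (standard error 0.17, adjusted p = 8.8e-10). Icos (chromosome 1, 60977927 to 61000320) reached 15.43 ± 0.04 in Pers1 and 15.65 ± 0.13 in Pers2, and 13.07 ± 0.09 in PAt, 13.07 ± 0.14 in Arrested and 14.32 ± 0.10 in Teff cells. Its log2 fold change was 2.48 against PAt and Arrested (standard error 0.05, adjusted p = 1.0e-18) and 1.22 against Teff (standard error 0.07, adjusted p = 1.3e-12). Tigit (chromosome 16, 43648867 to 43664146) was 12.71 ± 0.05 in Pers1, 13.60 ± 0.07 in Pers2, 11.20 ± 0.07 in PAt, 10.93 ± 0.23 in Arrested and 11.65 ± 0.02 in Teff cells. Its log2 fold change was 2.09 against PAt and Arrested (standard error 0.10), and from 1.49 to 1.52 against Teff in the 9 fits that each left out 1 library. Gzmb (chromosome 14, 56258838 to 56262260) was 12.55 ± 0.21 in Pers1 and 13.23 ± 0.25 in Pers2, against 8.03 ± 0.20 in PAt, 7.18 ± 0.38 in Arrested and 7.24 ± 0.28 in Teff cells. For Gzmb the adjusted p was 2.2e-18 against PAt and Arrested, and the log2 fold change against Teff was 5.65 (standard error 0.15). Each of the 6 persistent libraries exceeded each PAt and Arrested library for all 4 genes. With any 1 library left out, the log2 fold change against PAt and Arrested stayed between 1.62 and 1.76 for Ctla4 and between 5.20 and 5.39 for Gzmb.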

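Fgl2 was higher in the persistent populations than in PAt and Arrested cells by a log2 fold change of 1.97 (standard error 0.08, adjusted p = 1.1e-14), with the 6 persistent libraries above all 6 others. Against Teff its log2 fold change was 2.53 (standard error 0.10). Irf4 was higher than in PAt and Arrested cells by 1.43 (standard error 0.09, adjusted p = 6.3e-12), again in 6 of 6 libraries. Against Teff, Irf4 had a log2 fold change of 0.01 (standard error 0.11, adjusted p = 0.951), with 13.57 ± 0.07 (SD, n = 3) in Pers1, 12.91 ± 0.10 in Pers2 and 13.23 ± 0.09 in Teff cells. The sign of that difference changed in 3 of the 9 fits that each left out 1 library, to as low as -0.04 without Teff replicate 2. Nkg7 had mean log2 values of 9.31 ± 0.18 (SD, n = 3) in Pers1, 9.34 ± 0.12 in Pers2, 9.20 ± 0.08 in PAt, 8.87 ± 0.16 in Arrested, 9.62 ± 0.15 in Teff and 6.80 ± 0.39 in Tnaive cells. Its log2 fold change was 0.29 against PAt and Arrested (standard error 0.10, adjusted p = 0.0176), below the threshold of 1, and -0.30 against Teff (standard error 0.13, adjusted p = 0.0519). Against Tnaive, Nkg7 was higher by 2.53 (standard error 0.13, adjusted p = 1.3e-13). Ccr7 fell by 1.37 on the log2 scale against PAt and Arrested (standard error 0.05, adjusted p = 5.3e-15) and by 2.40 against Tnaive. The log2 fold change of Bach2 was -2.10 against PAt and Arrested (standard error 0.05, adjusted p = 6.5e-18), -1.12 against Teff and -2.70 against Tnaive. For both genes, all 6 persistent libraries lay below the 6 PAt and Arrested libraries. Il7r had a log2 fold change of -0.92 against PAt and Arrested (standard error 0.08, adjusted p = 1.2e-09), short of the threshold, with 5 of the 6 persistent libraries below all PAt and Arrested libraries. It was -2.43 against Tnaive (standard error 0.10). Against Teff it was -1.01 (standard error 0.10), and 6 of the 9 fits that each left out 1 library put it inside the threshold, with values from -1.08 to -0.98 (-0.98 without Pers2 replicate 1). Within the persistent pair, Il7r was higher in Pers2 (11.76 ± 0.24) than in Pers1 (10.87 ± 0.14).

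**Figure D1:**
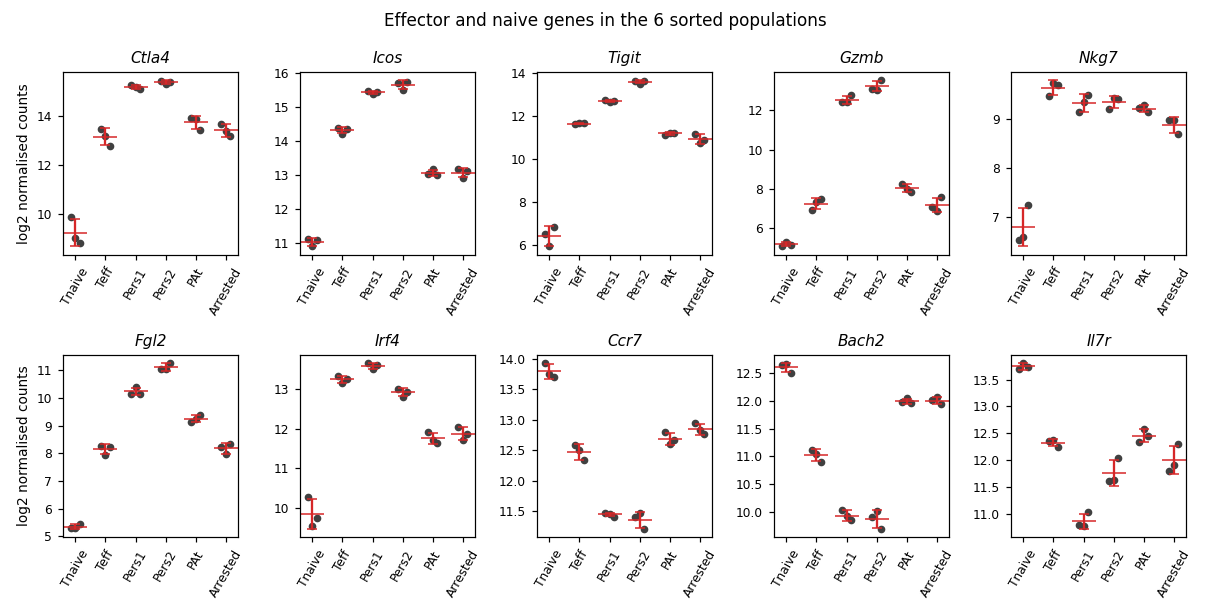
Log2 normalised counts of 10 genes in each of the 18 libraries, by population. Grey points are the 3 libraries of a population, and red bars give their mean and SD. Gzmb means reach 12.55 in Pers1 and 13.23 in Pers2, while Nkg7 means lie between 8.87 and 9.62 in the 5 populations other than Tnaive.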

The specific increase in the activation gene *Mki67* (Ki67) in persistent Foxp3 expressors also supports the idea that these cells are highly activated and dividing. 

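Mki67 (chromosome 7, 135689784 to 135716361 in GRCm38) had mean log2 values of 14.51 ± 0.07 (SD, n = 3) in Pers1 and 14.54 ± 0.11 in Pers2. It was 12.62 ± 0.06 in Teff, 11.65 ± 0.17 in PAt, 11.63 ± 0.12 in Arrested and 8.48 ± 0.02 in Tnaive cells. The log2 fold change of the persistent populations was 2.88 against PAt and Arrested (standard error 0.05, adjusted p = 1.0e-19), 1.90 against Teff (standard error 0.06, adjusted p = 8.4e-16) and 6.04 against Tnaive. All 6 persistent libraries exceeded the 6 PAt and Arrested libraries. Pers2 and Pers1 differed by 0.03 (standard error 0.07, adjusted p = 0.848). PAt and Arrested cells remained above Tnaive cells by 3.16 (standard error 0.06).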

Intriguingly, Pearson correlation analysis showed that *Ctla4* and effector Treg markers (*Icos*,* Lag3*,* Tigit*,* Ccr4*) had relatively low correlation to Foxp3 levels (R^2^ was between 0.30 and 0.65; Fig EV1A), while these markers showed very high correlation to the activation gene, *Mki67* (*R* ^2^ was between 0.90 and 0.98; Fig EV1B). This suggests that the T‐cell activation process predominantly regulates these markers and that persistent Foxp3 expressors express these markers because they are highly activated. In contrast, *Tnfrsf18* (GITR) and *Tnfrsf4* (OX40) showed high correlations to *Foxp3* (*R* ^2^ = 0.91 and 0.82, respectively), but only moderate correlations to Mki67 (*R* ^2^ = 0.49 and 0.74, respectively), suggesting that Foxp3 may more closely regulate GITR and OX40. 

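Squared Pearson correlations (R2) were computed from the deposited values, over the 12 Timer+ libraries for Foxp3 and over all 18 libraries for Mki67. The deposited Foxp3 values of the 12 libraries lie above those drawn in Fig EV1A, so the R2 values with Foxp3 come from other Foxp3 values than that figure's. With Foxp3, R2 was 0.600 for Ctla4, 0.579 for Icos, 0.553 for Lag3, 0.743 for Tigit and 0.492 for Ccr4. With Mki67, R2 was 0.904 for Ctla4, 0.983 for Icos, 0.837 for Lag3, 0.933 for Tigit and 0.983 for Ccr4. Mki67 itself had an R2 of 0.541 with Foxp3. The pooled libraries form separate clusters by population, so no p-value is given for these values. The largest move came from the deviations of each library from its population's mean, within which R2 with Mki67 was 0.193 for Ctla4, 0.364 for Icos, 0.00158 for Lag3, 0.0323 for Tigit and 0.0461 for Ccr4. Within each pair of populations (n = 6 libraries), 34 relations were tested by exact permutation tests over pairings, two-sided, and 4 had a raw p under 0.05. These pairings also exchange libraries between the 2 populations of a pair, so their p-values include the difference between the populations' means. Each relation was therefore also tested on deviations from the population's mean, with libraries exchanged within each population only (36 pairings, smallest possible p 0.0278). Of the 34 relations 1 then had a raw p under 0.05. With so few pairings no relation can pass the adjustment over 34 relations on its own, so these adjusted p-values do not show that a relation is absent. For Ctla4 with Mki67, Pearson's r was 0.643 among the persistent libraries (exact permutation p = 0.185, Benjamini-Hochberg adjusted p = 0.567; Spearman's rho 0.657, exact p = 0.175). Among PAt and Arrested libraries it was 0.714 (exact permutation p = 0.136, adjusted p = 0.514; rho 0.543, exact p = 0.297). Within populations, r was 0.939 (exact permutation p = 0.0278, adjusted p = 0.472) and 0.853 (exact permutation p = 0.111, adjusted p = 0.531). Without the 2 libraries farthest from the median of Mki67, r was 0.942 and 0.888. For Ctla4 with Foxp3, r was 0.934 among the persistent libraries (exact permutation p = 0.0111, adjusted p = 0.126; rho 0.886, exact p = 0.0333; 0.862 without the 2 farthest libraries) and 0.0963 among PAt and Arrested libraries (exact permutation p = 0.844, adjusted p = 0.969; rho 0.200, exact p = 0.714). The r within Pers1 and Pers2 was 0.711 (exact permutation p = 0.222, adjusted p = 0.531), and within PAt and Arrested it was -0.311 (exact permutation p = 0.722, adjusted p = 0.819). For Ccr4 with Foxp3, r was -0.612 among the persistent libraries (exact permutation p = 0.236, adjusted p = 0.584). Within Pers1 and Pers2 it was 0.626 (exact permutation p = 0.222, adjusted p = 0.531). Among PAt and Arrested libraries, r with Foxp3 was -0.375 for Icos, -0.317 for Lag3, -0.105 for Ccr4 and 0.388 for Tigit. Lag3 changed its direction with Foxp3, from an r of 0.576 among the persistent libraries (exact permutation p = 0.240, adjusted p = 0.584; rho 0.600, exact p = 0.242; 0.845 without the 2 farthest libraries) to -0.976 within Pers1 and Pers2 (exact permutation p = 0.0556, adjusted p = 0.472).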

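With Foxp3, R2 over the 12 Timer+ libraries was 0.775 for Tnfrsf18 and 0.823 for Tnfrsf4. With Mki67, R2 over the 18 libraries was 0.499 and 0.741. Among the 6 persistent libraries, Tnfrsf4 had an r of 0.979 with Foxp3 (exact permutation p = 0.00139, adjusted p = 0.0472 over the 34 relations; rho 1, exact p = 0.00278). Without the 2 libraries farthest from the median of Foxp3, r was 0.997. That p-value includes the difference between Pers1 and Pers2, whose means differ in both genes. Within Pers1 and Pers2, r was 0.831 (exact permutation p = 0.25, adjusted p = 0.531), and so few pairings leave open whether the relation holds apart from that difference. Tnfrsf18 had an r of 0.959 there (exact permutation p = 0.00972, adjusted p = 0.126; rho 0.943, exact p = 0.0167; 0.967 without the 2 farthest libraries) and of 0.696 within the 2 populations (exact permutation p = 0.278, adjusted p = 0.556). Among the 6 PAt and Arrested libraries, r with Foxp3 was 0.633 for Tnfrsf4 (exact permutation p = 0.200, adjusted p = 0.567; rho 0.600, exact p = 0.242) and 0.716 for Tnfrsf18 (exact permutation p = 0.115, adjusted p = 0.490). Without the 2 farthest libraries, over the 4 that remain, r was -0.494 and -0.332, while with any 1 library left out it was at least 0.478 and 0.591. Within PAt and Arrested, r was 0.531 for Tnfrsf4 (exact permutation p = 0.0556, adjusted p = 0.472) and 0.652 for Tnfrsf18 (exact permutation p = 0.0833, adjusted p = 0.531). Among the 6 libraries the positive sign thus rests on the 2 farthest together, not on any 1 of them. Tnfrsf4 had mean log2 values of 13.38 ± 0.14 (SD, n = 3) in Pers1, 13.83 ± 0.04 in Pers2, 12.93 ± 0.07 in PAt, 12.41 ± 0.15 in Arrested and 11.06 ± 0.13 in Teff cells. Tnfrsf18 had 12.35 ± 0.06 in Pers1, 12.97 ± 0.04 in Pers2, 12.51 ± 0.10 in PAt, 12.15 ± 0.14 in Arrested and 10.68 ± 0.05 in Teff cells.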

*Il2ra* is ubiquitously highly expressed by all Foxp3^+^ cells, and not by Foxp3^−^ cells, and showed only low correlations to both *Foxp3* and *Mki67* levels (*R* ^2^ = 0.26 and 0.43), suggesting that CD25 expression is stabilised in Foxp3^+^ cells but regulated primarily by other factors, such as IL‐2 signalling once Foxp3 is expressed (Fig EV1A and B). 

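Il2ra (chromosome 2, 11642807 to 11693193 in GRCm38) had mean log2 values of 13.79 ± 0.10 (SD, n = 3) in Pers1, 14.44 ± 0.09 in Pers2, 14.59 ± 0.08 in PAt and 13.89 ± 0.13 in Arrested cells, against 9.04 ± 0.22 in Teff and 7.31 ± 0.17 in Tnaive cells. The log2 fold change of the 4 Timer+ populations against Tnaive and Teff was 6.01 (standard error 0.06, adjusted p = 5.6e-25). Teff exceeded Tnaive cells by 1.73 (standard error 0.10, adjusted p = 1.9e-12). R2 was 0.0781 with Foxp3 over the 12 Timer+ libraries and 0.432 with Mki67 over the 18 libraries. The first value depended on 1 library, rising to 0.330 without PAt replicate 2. Over all 18 libraries, Timer-negative cells included, R2 with Foxp3 was 0.897. Among the 6 persistent libraries, r with Foxp3 was 0.869 (exact permutation p = 0.0764, adjusted p = 0.433; rho 0.657, exact p = 0.175). Within Pers1 and Pers2 its direction changed, to -0.456 (exact permutation p = 0.583, adjusted p = 0.793). Among the 6 PAt and Arrested libraries it was 0.370 (exact permutation p = 0.431, adjusted p = 0.756; rho -0.0857, exact p = 0.919) and -0.939 without the 2 farthest libraries, and it was -0.559 within these populations (exact permutation p = 0.139, adjusted p = 0.531).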

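The 4 gene lists were tested against 822 Reactome terms with at least 10 members among the tested genes, by Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over the terms. The background was the 13119 tested genes with an Entrez identifier. Of the 463 background genes of the term Cell Cycle, 120 were among the 857 such genes of the Pers1 list (odds ratio 5.66, adjusted p = 1.3e-38) and 126 among the 967 of the Pers2 list (odds ratio 5.25, adjusted p = 1.9e-37). It ranked first in both lists. M Phase had odds ratios of 4.85 (adjusted p = 6.5e-16) and 4.02 (adjusted p = 1.3e-12). Among the genes higher in both persistent populations together than in PAt and Arrested, the odds ratio of Cell Cycle rose to 8.12 (adjusted p = 3.5e-51), the largest move under any alternative to the lists. By camera, the mean log2 fold change of the term between the persistent populations and PAt and Arrested was 0.63 (adjusted p = 4.7e-13), with 363 of its 463 genes higher, and the call held under fry.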

Persistent Foxp3 expressor‐specific genes were enriched with cell cycle‐related pathways. In contrast, the PAt and Arrested‐specific genes were enriched with cytokine signalling pathways but not cell cycle‐related pathways (Fig 5G). Collectively, RNA‐seq analyses showed that temporally persistent *Foxp3* transcription is an underlying mechanism for effector Treg differentiation.

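Of the 205 background genes of the Reactome term Cytokine Signaling in Immune system, 30 were among the 762 genes with an Entrez identifier of the PAt list (odds ratio 2.85, adjusted p = 0.00214 by Fisher's exact test) and 27 among the 673 of the Arrested list (odds ratio 2.88, adjusted p = 0.00225). It ranked first in the PAt list and second in the Arrested list. In the Pers1 and Pers2 lists the odds ratios were 0.888 and 0.920, with an adjusted p of 1. Cell Cycle had 3 genes in the PAt list (odds ratio 0.102) and 4 in the Arrested list (odds ratio 0.156). The cytokine term's result was sensitive to how the lists were made. Among the 364 genes with an Entrez identifier that were lower in the persistent populations than in PAt and Arrested, without comparison to Teff, it had 15 genes (odds ratio 2.84) and an adjusted p of 0.0991. By camera, the term's mean log2 fold change between the persistent populations and PAt and Arrested was -0.10 (adjusted p = 0.130), with 124 of its 206 genes lower, and the difference passed the threshold under fry only.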

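The paper reasons from the clustering of Pers1 and Pers2 apart from PAt and Arrested cells, from the expression of effector genes and Mki67 in persistent expressors, and from the pathways of the 4 gene lists. From these RNA-seq results, the paper concludes that Foxp3 transcription that persists in time underlies the differentiation of effector Treg. In the deposited values, Foxp3 itself was higher in the persistent populations than in PAt and Arrested by a log2 fold change of 0.24, short of the threshold.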

**Figure 5:**
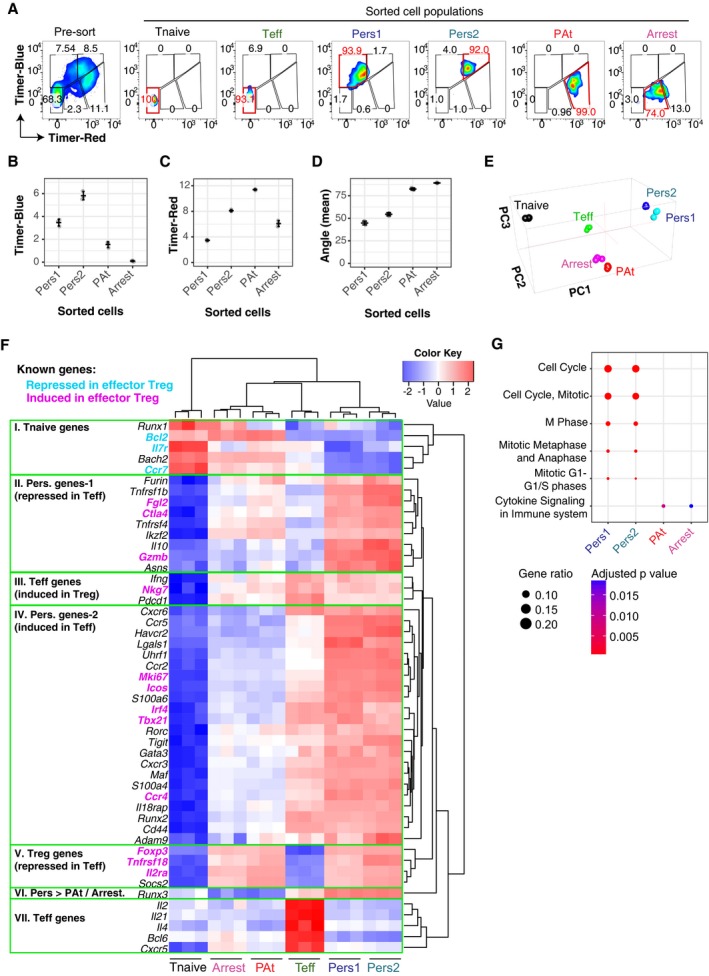
Persistent *Foxp3* transcription promotes the effector Treg programme A
*Foxp3*‐Tocky mice were sensitised with oxazolone for 5 days and dLN harvested and stained with CD4 and CD44 for sorting. Pre‐ and post‐sort purities displaying Timer‐Blue versus Timer‐Red fluorescence for Tnaive (CD4^+^CD44^lo^Timer^−^) and Teff (CD4^+^CD44^hi^Timer^−^). Timer^+^ T cells from sensitised *Foxp3*‐Tocky mice were sorted into Pers1, Pers2 PAt and Arrested T cell subsets, according to the maturation of Timer chromophore. A small proportion of sorted cells were analysed by flow cytometry. Red gate indicates the one used for sorting each population, and red number indicates the purity in terms of Timer fluorescence. *n* = 3 groups, each made from pools of three mice.B–DMean Timer‐Blue, Timer‐Red fluorescence intensity levels or Timer‐Angle in the sorted Timer^+^ subsets, *n* = 3. Bars represent mean ± SD.ERNA was extracted from the samples, and sequencing was performed as described in the methods. Cluster analysis of the transcriptomes of the sorted samples by PCA.FHeatmap analysis of differentially expressed genes (DEGs) in the four Timer^+^ subsets, compared to Tnaive and Teff, grouping genes into seven categories.GPathway analysis of the four DEG gene lists.

**Figure EV1:**
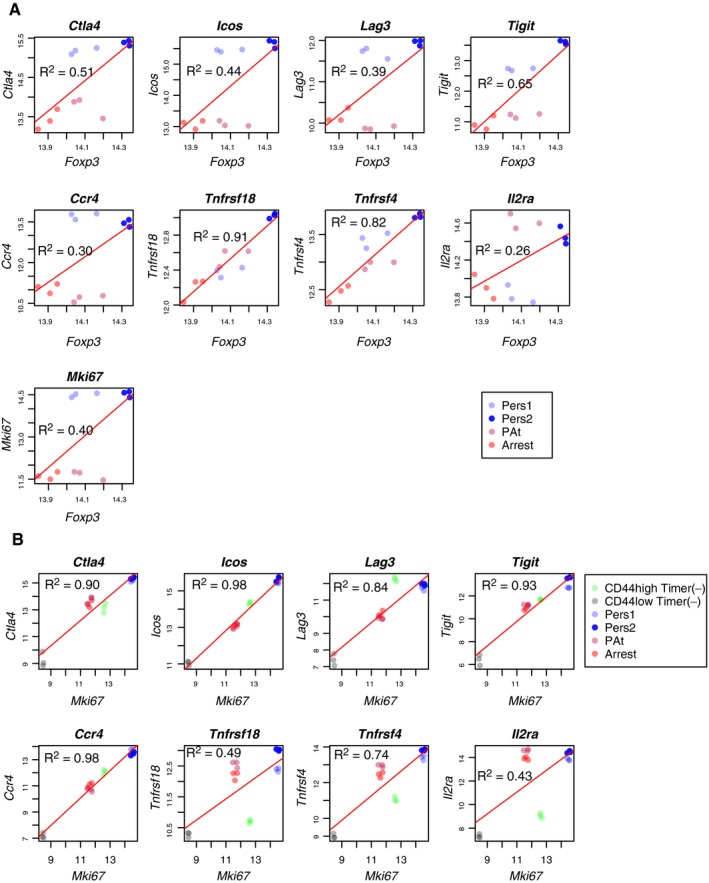
Analysis of correlations between *Foxp3* and *Mki67* in RNA‐seq data from Fig 5 A, BScatter plots showing the correlations between the indicated transcripts (normalised log2 of read counts) and *Foxp3* transcripts and *Mki67* transcripts. Note that Foxp3^+^ cells only are shown in (A). Red lines indicate linear regression line, and R‐square values are shown. Group designations are shown by colours (see legend), *n* = 3.

### Identification of distinct groupings of cell surface markers for targeting T cells with specific *Foxp3* transcriptional dynamics

Next, we analysed protein expression of candidate surface proteins identified by RNA‐seq for targeting T cells with specific *Foxp3* transcriptional dynamics *in vivo*. T cells from *Foxp3*‐Tocky mice were immunised with oxazolone and analysed by flow cytometry for the expression levels of candidate markers from Fig 5 in each Timer locus. Hierarchical clustering of MFI levels showed that these candidate genes were grouped into two main groups, in addition to Neuropilin 1 (Nrp1) which had its own separate cluster (Fig 6A). Group I markers showed high expression throughout New–Persistent *Foxp3* expressors, but fell drastically as Blue fluorescence decreases in PAt and Arrested *Foxp3* expressors (Fig 6B), suggesting that these markers are associated with the initiation of new *Foxp3* transcription in activated T cells and with high‐frequency *Foxp3* transcription. Group II markers are less expressed in new *Foxp3* expressors, and increased in persistent and PAt *Foxp3* expressors (Fig 6C), suggesting that these markers can be sustained by moderate frequencies of *Foxp3* transcription once the Foxp3 autoregulatory loop is established. Nrp1 is characteristically high in PAt *Foxp3* expressors, which may explain why this marker has been used to identify thymus‐derived Treg (Fig 6D). Importantly, the expression levels of both Group I and II markers markedly declined in Arrested *Foxp3* expressors. Together, these results further support the notion that the temporal frequency (rate) of *Foxp3* transcription regulates the Treg phenotype and function.

**Figure 6:**
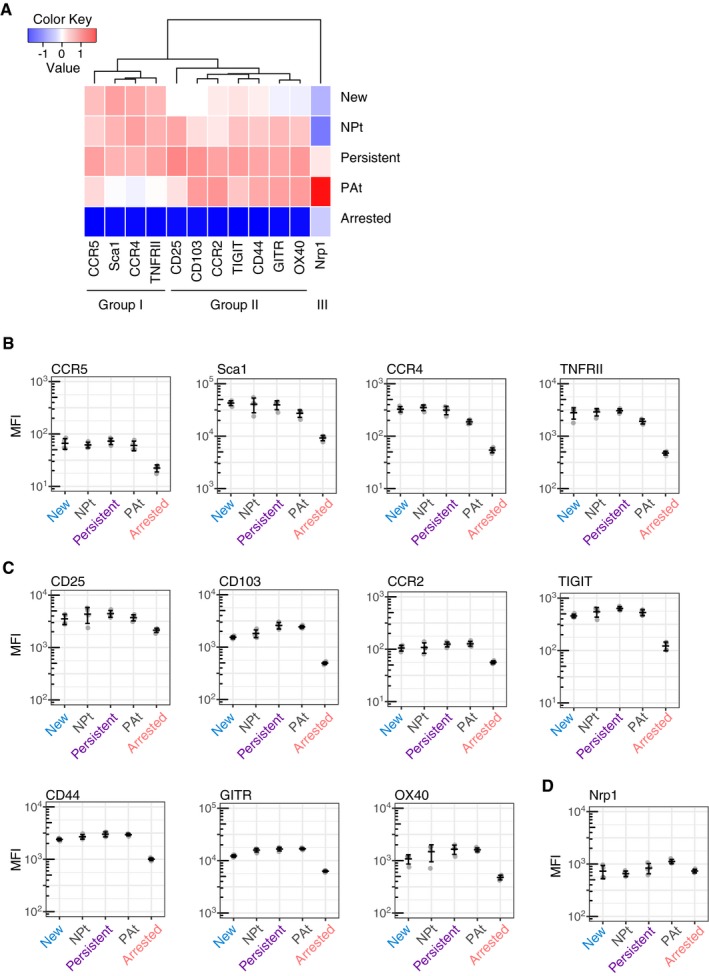
Identification of distinct groupings of cell surface markers for targeting T cells with specific *Foxp3* transcriptional dynamics A
*Foxp3*‐Tocky mice were sensitised with oxazolone for 4 days, and then, dLN were harvested and CD4^+^ T cells analysed for Timer expression and key membrane proteins identified as differentially expressed by RNA‐seq. Heatmap analysis of the expression of different surface proteins according to cells within different Timer loci. These findings generate three main groups.B–DMFI expression levels of Group I, Group II or Group III surface markers in relation to Timer loci of the cells, *n* = 4. Bars represent mean ± SD.

### *Foxp3*‐Tocky allows visualisation of the manipulation of T cells with specific *Foxp3* transcriptional dynamics upon immunotherapy

We asked whether surface proteins from Group I and Group II in Fig 6 can be used to target T cells with specific *Foxp3* transcriptional dynamics. If successful, this approach may lead to future precision immunotherapy for controlling Foxp3‐mediated immune regulation by manipulating its temporal dynamics. Both TNFRII (Group I) and OX40 (Group II) are targets for immunotherapy and may be used to manipulate T‐cell responses, and currently, clinical trials are ongoing for melanoma and other solid cancers (Croft *et al*, 2009). However, it is unknown whether these immunotherapy antibodies affect *Foxp3* transcriptional dynamics.

Using the CHS model, antibodies were administered during the challenge phase (Fig 7A). Treatment with anti‐TNFRII antibody increased the frequency of Blue^+^Red^−^ T cells and Blue^+^Red^+^ T cells at the inflamed site (Fig 7B). Although average Blue and Red levels were overall not affected by the antibody (Fig 7C and D), Timer‐Angle tended to be lower within the anti‐TNFRII‐treated group (*P* = 0.055), likely reflecting the increased proportion of pure blue T cells at the inflamed site (Fig 7E). Analysis of the Timer‐Angle distribution revealed that isotype control treatment showed one dominant peak around the 45° mark, while anti‐TNFRII treatment produced a more flattened, peak from 25 to 50 degrees (Fig 7F). Analysis of Timer locus revealed that anti‐TNFRII increased both New and NPt stage *Foxp3* expressors, indicating that anti‐TNFRII immunotherapy may enhance the flux of Foxp3^−^ into Foxp3^+^ T cells (Fig 7G). There was no significant change in the high‐frequency/persistent *Foxp3* transcribers, and anti‐TNFRII treatment did not significantly alter the course of inflammation (Fig 7H). In contrast, anti‐OX40 treatment reduced the frequency of Blue^+^Red^+^ Foxp3^+^ T cells in inflamed skin (Fig 7I). While Blue levels were unaffected (Fig 7J), both Timer‐Red and Timer‐Angle were significantly lower in anti‐OX40‐treated mice (Fig 7K and L). Interestingly, the peak of Timer‐Angle distribution in anti‐OX40‐treated mice was shifted towards the NPt (Fig 7M). Timer locus analysis revealed that anti‐OX40 reduced the frequency of more mature *Foxp3* expressors, as both Persistent and PAt loci were significantly reduced in anti‐OX40‐treated mice (Fig 7N). These data indicate that, in the presence of anti‐OX40 antibody, Treg are very short‐lived at the inflamed site and that a proportion of high‐frequency *Foxp3* expressors are either depleted or undergo activation‐induced death. In fact, a majority of skin‐infiltrating OX40^+^ T cells were stained by Annexin V while OX40^−^ counterparts were not (Fig EV2). Interestingly, anti‐OX40 treatment delayed the resolution of inflammation (Fig 7O). These data together suggest that effector Treg in the skin are pre‐apoptotic‐activated cells that function as suppressor cells and that anti‐OX40 antibody accelerated the death of pre‐apoptotic‐activated Foxp3^+^ T cells by the mechanism of activation‐induced cell death. In summary, both of the effects of the immunotherapies tested were in keeping with the *Foxp3* transcriptional dynamics identified in Fig 6, showing how *Foxp3*‐Tocky may be used to identify new therapeutic targets and mechanism of drug action in pre‐clinical models.

**Figure 7:**
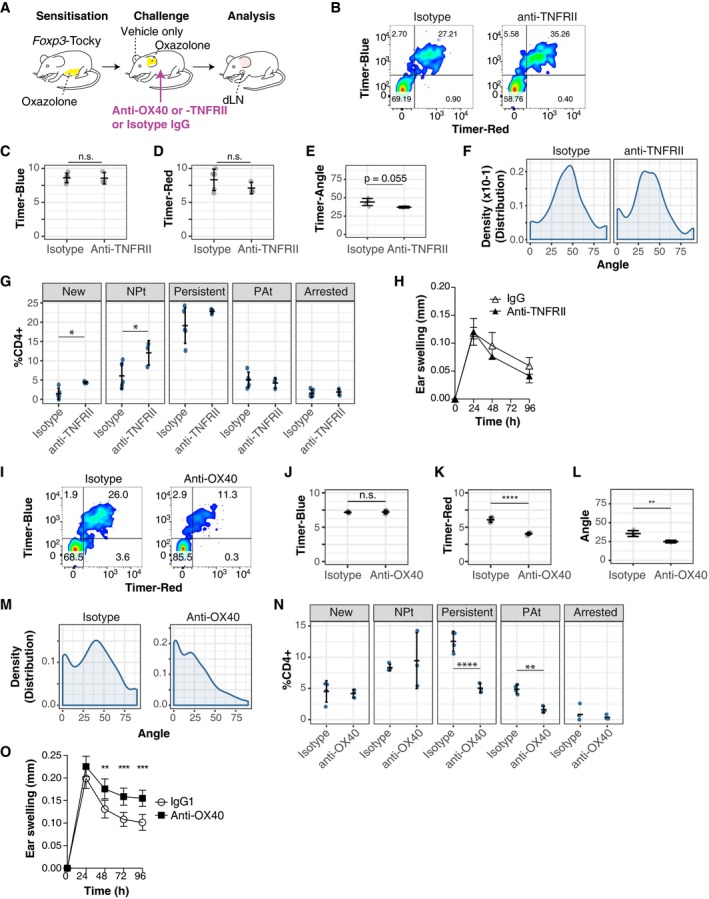
*Foxp3*‐Tocky allows visualisation of the manipulation of T cells with specific *Foxp3* transcriptional dynamics upon immunotherapy AExperimental design for the administration of anti‐OX40 or anti‐TNFRII antibody to target the challenge phase of CHS.BMice were challenged with oxazolone and then administered isotype or anti‐TNFRII antibodies. 96 h later, CD4^+^ T cells from the skin were analysed for expression of Timer‐Blue versus Timer‐Red (concatenated plots are shown).C–ESummary of Timer‐Blue MFI, Timer‐Red MFI or Timer‐Angle in skin‐infiltrating Timer^+^ T cells, isotype *n* = 5, anti‐TNFRII *n* = 3. Bars represent mean ± SD.FKernel‐density distributions of Timer^+^ T cells in isotype or anti‐TNFRII treated mice 96 h after challenge with oxazolone.GTimer locus distribution of skin‐infiltrating CD4^+^ T cells in isotype or anti‐TNFRII‐treated *Foxp3*‐Tocky mice. Bars represent mean ± SD. Statistical analysis by one‐way ANOVA with Tukey's honest significant difference method. *P < 0.05HEar swelling during the challenge phase of CHS in isotype or anti‐TNFRII treated *Foxp3*‐Tocky mice, bars represent mean ± SEM.IMice were challenged with oxazolone and then administered isotype or anti‐OX40 antibodies. 96 h later, CD4^+^ T cells from the skin were analysed for expression of Timer‐Blue versus Timer‐Red (concatenated plots are shown).J–LSummary of Timer‐Blue MFI, Timer‐Red MFI or Timer‐Angle in skin‐infiltrating Timer^+^ T cells, isotype *n* = 4, anti‐OX40 *n* = 3. Bars represent mean ± SD. Statistical analysis by Student's *t*‐test. **P < 0.01, ****P < 0.0001.MKernel‐density distributions of Timer^+^ T cells in isotype or anti‐OX40 treated mice 96 h after challenge with oxazolone.NTimer locus distribution of skin‐infiltrating CD4^+^ T cells in isotype (*n* = 4) or anti‐OX40 (*n* = 3)‐treated *Foxp3*‐Tocky mice. Bars represent mean ± SD. Statistical analysis by one‐way ANOVA with Tukey's honest significant difference test. **P < 0.01, ****P < 0.0001.OEar swelling during the challenge phase of CHS in isotype (*n* = 19) or anti‐OX40 (*n* = 18)‐treated mice. Data are combined from two experiments and show mean ± 95% confidence intervals. Statistical analysis of 24‐, 48‐, 72‐ and 96‐h time points by two‐way ANOVA with Sidak's multiple comparisons test. **P < 0.01, ***P < 0.001.

**Figure EV2:**
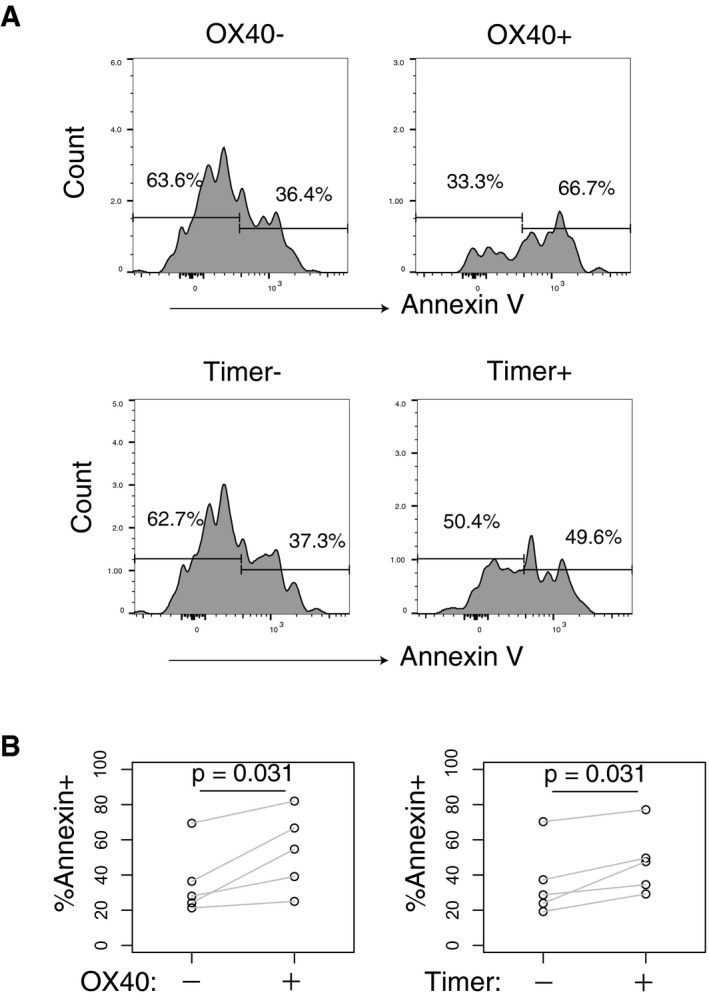
OX40^+^ and Timer^+^ T cells are enriched with pre‐apoptotic cells *Foxp3*‐Tocky mice were sensitised by application of 3% oxazolone to abdominal skin. 5 days later, both ears were challenged with 1% oxazolone. 96 h later, ears were removed and CD4^+^ T cells stained for Annexin V. Shown are histograms, gated on viable CD4^+^ T‐cells, displaying Annexin V fluorescence in OX40^−^ or OX40^+^ (Top panel) or Timer^−^ or Timer^+^ *Foxp3*‐Tocky CD4^+^ T cells (bottom panel).Summary data of Annexin V^+^ cells within paired samples of OX40^−^ and OX40^+^ (left) or Timer^−^ and Timer^+^ (right) CD4^+^ skin‐infiltrating T cells (*n* = 5). Data are combined from two independent experiments. Statistical test by Mann–Whitney *U*‐test.

## Discussion

Sustained *Foxp3* transcription is a cardinal feature of the functional maturation of Treg (i.e. effector Treg) (Fig 5). Importantly, sustained *Foxp3* transcription requires functional Foxp3 protein itself. This type of transcriptional regulation (i.e. transcription factor regulates its own gene) is defined as positive autoregulation, which allows a slow and sustained transcriptional response to external signalling cues (Yosef & Regev, 2011). This may constitute the mechanism behind effector Treg differentiation in inflammatory environments. It is known that, among the conserved non‐coding DNA sequence (CNS) elements of the *Foxp3* gene, the CNS2, which contains the TSDR, is required for maintenance of Foxp3 expression after cell division (Zheng *et al*, 2010). The CNS2 regions are bound by Foxp3 (Zheng *et al*, 2010), Runx1/Cbf‐β (Kitoh *et al*, 2009; Rudra *et al*, 2009) and Stat5 (Yao *et al*, 2007). Intriguingly, the genetic deletion of CNS2 or Cbf‐β results in the reduction in Foxp3 expression in Treg, especially in activated Treg, and the development of autoimmune inflammation (Kitoh *et al*, 2009; Feng *et al*, 2014). These suggest that the autoregulatory circuit of the *Foxp3* gene is mediated through the Foxp3‐Runx1 interaction (Ono *et al*, 2007) at the CNS2 (Rudra *et al*, 2009), and persistent *Foxp3* transcription in activated Treg is essential for establishing the effector Treg programme and maintaining immunological tolerance. Given that the autoregulatory transcriptional circuit sustains *Foxp3* transcription, genes with linear correlations to *Foxp3* transcripts (e.g. *Tnfrsf4* and *Tnfrsf18,* Fig EV1) are likely regulated by this transcriptional circuit. On the other hand, genes with high expression in persistent *Foxp3* expressors that show moderate correlations to *Foxp3* levels (e.g. *Ctla4*, Fig EV1A) are likely to be regulated by both the T‐cell activation process and Foxp3 autoregulation‐dependent mechanisms. Thus, in activated effector Treg, the autoregulatory loop of the *Foxp3* gene and the T‐cell activation process may cooperatively control transcellular suppressive mechanisms (e.g. CTLA‐4), while suppressing the effector functions (e.g. cytokine production) in a cell‐intrinsic manner. A future study may focus on the identification of molecular mechanisms for the establishment and control of the *Foxp3* autoregulatory transcriptional circuit across chromatin regions and/or at the single cell level.

Interestingly, the induction of new *Foxp3* expression may be more frequent in physiological conditions than previously thought. As the half‐life of Blue fluorescence is very short, in young mice, peripherally induced Foxp3 expression may occur in significant part of CD4^+^ T cells (up to 0.3% per 4 h, based on Day 10 New cells in spleen), and these Foxp3^+^ cells can accumulate rapidly unless they die or terminate Foxp3 expression. In the hapten model, ~10% of Timer^+^ cells are identified at the New locus in the skin (Fig 3I). Given that these new Foxp3 expressors quickly move to NPt/Persistent locus within 4 h (Fig 1B), a significant proportion of cells at the Persistent locus may have been supplied from these newly generated Treg before the analysis. It is also likely that cells at the PAt and Arrested loci move to the Persistent locus by increasing *Foxp3* transcription. Since 1–5% of Foxp3‐CD4^+^ T cells acquire new Foxp3 expression per 4 h (Figs 1C, 3I, and 7G and N), these new Foxp3 expressors may be short‐lived. These two possibilities are not mutually exclusive and are compatible with evidence that the effector Treg population arises from both thymic and peripherally induced Treg (Rosenblum *et al*, 2016), while it is predicted that the ratio of the contributions may vary between antigens and between individuals (Ono & Tanaka, 2016).

Intriguingly, the majority of mature Foxp3 expressors in the inflamed skin are OX40^high^ and Annexin V^+^. While Annexin V is often considered as a marker of apoptotic cells, Annexin V^+^ activated T cells are still alive and can be functional to preclude the development of T‐cell memory (Wang *et al*, 2004). Effector Treg in the inflamed tissue may be in fact such functional pre‐apoptotic cells. Thus, our study supports the model that tissue‐infiltrating effector Treg are actively generated from activated T cells during inflammation through the autoregulatory transcriptional circuit of the *Foxp3* gene. Most probably, due to their sustained *Foxp3* expression, these cells may function as pre‐apoptotic decoy cells that consume cytokines and thereby suppress the activities of other T cells until they die. This model is also compatible with the pro‐apoptotic role of Foxp3 under cytokine deprivation (Tai *et al*, 2013), which may be important for shrinking the expanded Treg population during the resolution phase of inflammation. These context‐dependent mechanisms of Foxp3 function in T cells may underlie the pleiotropic mechanisms of anti‐OX40: OX40 costimulation enhances the survival of Foxp3^−^ effector T cells (Croft *et al*, 2009), while it may rather accelerate the death of Foxp3^+^ effector Treg.

It may be important to emphasise that the proliferated Treg will die after resolution of inflammation, as other T cells do (McKinstry *et al*, 2010). If some of the reactive Foxp3 expressors survive beyond the resolution of inflammation, such cells will be memory T cells by definition. Some cells may sustain Foxp3 expression and survive as “memory Treg”, and some others may lose Foxp3 expression after the resolution of inflammation and survive as memory‐phenotype (memory‐like) T cells (Ono & Tanaka, 2016). Intriguingly, ex‐Treg are enriched in the memory‐phenotype T‐cell pool and prone to express Foxp3 more readily than naïve T cells (Zhou *et al*, 2009; Miyao *et al*, 2012). Since, in non‐inflammatory conditions, a majority of Foxp3^+^ T cells are at the PAt or Arrested loci (Figs 2A and 3B), and these cells are similar to each other and distinguished from functional effector Treg at the transcriptome level (Fig 5E), all these non‐reactive Treg cells may be non‐functional and constitute a spectrum of “memory” T cells against self‐antigen, together with naturally arising memory‐phenotype T cells. Importantly, both Foxp3^+^ Treg and memory‐phenotype T cells infrequently and spontaneously receive “tonic” TCR signals during homeostasis (Bending *et al*, 2018), which are required for maintaining the size of Treg population and Foxp3 expression (Feng *et al*, 2014; Vahl *et al*, 2014). These together support the model that self‐reactive T cells may have fluctuating Foxp3 expression and can be identified as either Foxp3^+^ Treg (PAt or Arrested) or memory‐phenotype T cells at different time points. These hypotheses will be best addressed in future studies using new approaches to combine the Tocky technology and single cell technologies.

The current study has shown that *Foxp3*‐Tocky is effective in designing immunotherapy strategies to target a specific phase of *Foxp3* transcriptional dynamics, and also, for visualising alterations of the dynamics upon immunotherapy. In fact, we successfully manipulated *in vivo Foxp3* dynamics by targeting Timer stage‐specific surface receptors. By targeting Group I (TNFRII) or Group II (OX40) marker of *Foxp3* dynamics (Fig 6), we either increased the flux of new *Foxp3* transcription (anti‐TNFRII) or decreased mature *Foxp3* expressors (anti‐OX40). While the precise cellular mechanism is to be determined, anti‐OX40 treatment resulted in the loss of persistent and PAt *Foxp3* expressors within the skin, which are enriched with effector Treg. OX40 is an emerging target for cancer immunotherapy, and its agonistic antibodies for augmenting the effector function of T cells are currently tested in clinical trials (Aspeslagh *et al*, 2016). It is currently thought that OX40 is expressed mainly by activated effector T cells and is also constitutively expressed on all Treg (Weinberg *et al*, 2011). Such OX40 high expression is found relatively more frequently on persistent Foxp3 expressors compared to Foxp3‐negative effector T cells.

In summary, we have dissected the previously hidden dynamics of *Foxp3* transcription that regulate the functions of Treg through time. In addition, we have shed light on how Foxp3‐mediated molecular mechanisms coordinate T‐cell responses in existing Treg and non‐Treg, introducing a new dimension into studies on Foxp3‐driven T‐cell regulation.

## Materials and Methods

### Study design

Sample size for anti‐OX40 CHS experiments was estimated based on a power calculation with alpha = 0.05 and power 80%, which gave a sample size of 8. For analysis of *Foxp3*‐Tocky *Foxp3* ^*EGFP/Scurfy*^ mice, four mice were analysed over two independent experiments (age 6–10 weeks). For anti‐OX40 experiments, a pilot experiment was performed to obtain estimates for effect size and standard deviation, which yielded an experimental group size of 9. Two independent experiments were then performed to test the null hypothesis that anti‐OX40 treatment had no effect on ear swelling at 96 h. The null hypothesis was rejected in both experiments, with no significant inter‐experiment variation. Therefore, data from both experiments were pooled for presentation of results. For all other experiments, a minimum of three animals was used. Where male and female mice were used in the same study, these were randomised into experimental groups according to sex and age. Similarly, wild‐type littermates from transgenic mice were randomised into experimental groups for the anti‐OX40 experiments. The individual making the ear measurement was blinded to the treatment group of the mouse until after the measurement was taken.

### Transgenesis and mice

*Foxp3*‐Tocky and *Foxp3*‐Tocky:*Foxp3*‐*IRES*‐*GFP* transgenic reporter strains were generated as described (Bending *et al*, 2018). The triple transgenic *Foxp3*‐Tocky *Foxp3* ^*EGFP/Scurfy*^ mice were generated by crossing *Foxp3*‐Tocky mice with *Foxp3* ^*tm9(EGFP/cre/ERT2)Ayr*^ */J* and *B6.Cg‐Foxp3* ^*sf*^ */J* (Jackson Laboratories, #016961 and #004088, respectively). All animal experiments were performed in accordance with local Animal Welfare and Ethical Review Body at Imperial College London (Imperial) and University College London (UCL), and all gene recombination experiments were performed under the risk assessment that was approved by the review board at Imperial and UCL.

### *In vitro* cultures for determining mRNA half‐lives

CD4^+^ T cells from the spleens of *Foxp3*‐Tocky mice were isolated by immunomagnetic separation (StemCell Technologies) and cultured at 4 × 10^5^ cells per well in the presence of 10 μg/ml actinomycin D. Cells were isolated at the indicated time points, and RNA was extracted, and cDNA synthesises as described below.

### *In vitro* cultures for determining Timer‐Blue and Timer‐Red half‐life

Naïve T cells from *Foxp3*‐Tocky mice were isolated by negative selection using immunomagnetic selection (StemCell Technologies) and 2 × 10^5^ cells cultured on anti‐CD3 (clone 1452C11, 2 μg/ml) and anti‐CD28 (clone 37.51, 10 μg/ml; both eBioscience)‐coated 96‐well plates (Corning) in the presence of 500 U/ml rhIL‐2 (Roche) and 5 ng/ml rhTGFβ (R&D) for 48 h in a final volume of 200 μl RPMI1640 (Sigma) containing 10% FCS and penicillin/streptomycin (Life Technologies). Cells were harvested then incubated with 100 μg/ml cycloheximide (Sigma) for the indicated time points before analysis by flow cytometry. For determination of the red half‐life, Blue^−^Red^+^ CD4^+^ T cells from *Nr4a3*‐Tocky mice were isolated by cell sorting and then cultured without TCR signals under the presence of rhIL‐2 for the indicated number of hours before analysis by flow cytometry. Importantly, IL‐2 signals do not induce Timer expression in *Nr4a3*‐Tocky T cells (Bending *et al*, 2018).

### Contact hypersensitivity and antibody treatments

Oxazolone (Sigma) solutions were prepared fresh in ethanol for each experiment. For sensitisation, 150 μl of 3% oxazolone was applied to the shaven abdominal skin of anaesthetised 5‐ to 10‐week‐old mice. Five days later, left and right ear thickness were measured, and the elicitation phase started by the application of 20 μl of a 1% oxazolone solution to one ear, or 20 μl of vehicle (100% ethanol) to the contralateral ear. Twenty‐four to 96 h later, ear thickness was measured using a digital micrometer (Mitutoyo). In anti‐OX40 experiments, 0.5 mg of anti‐OX40 (OX86, BioXCell) or rat IgG1 (MAC221, kind gift from Prof. Anne Cooke) was injected i.p. on day of challenge and 48 h later. For anti‐TNFRII experiments, 0.5 mg of anti‐TNFRII (TR75‐54.7 BioXCell) or Armenian hamster IgG (BioXCell) was injected intra‐peritoneally (i.p). on day of challenge.

### Flow cytometric analysis and cell sorting

Following spleen or thymus removal, organs were forced through a 70‐μm cell strainer to generate a single cell suspension. For splenocyte preparations, a RBC‐lysis stage was employed. Ears were removed and cut into small fragments, which were forced through a 70‐μm cell strainer, to make a single cell suspension. Cells were washed once before re‐filtering through a 50‐μm cell strainer. Staining was performed on a V‐bottom 96‐well plate or in 15‐ml falcon tubes for cell sorting. Analysis was performed on a BD FACS Aria III (Figs 2, 3, 4, 5 and 7) or Fortessa (Figs 1, 6 and EV2) instrument. The blue form of the Timer protein was detected in the blue (450/40 nm) channel excited off the 405 nm laser. The red form of Timer protein was detected in the mCherry (610/20) channel excited off the 561‐nm laser. For all experiments, a fixable eFluor 780‐fluorescent viability dye was used (eBioscience). The following directly conjugated antibodies were used in these experiments: CD4 APC (clone RM4‐5, eBioscience), CD4 Alexa Fluor 700, CD4 BUV395 (clone GK1.5 BD Biosciences), (clone RM4‐5, BioLegend), CD8 PE‐Cy7 (clone 53‐6.7, BioLegend), CD8 BUV737 (clone 53‐6.7, BD Biosciences), TCRβ FITC & Alexa Fluor 700 (clone H57‐597, BioLegend), TCRβ BUV737 (clone H57‐597, BD Biosciences), CD25 PerCPcy5.5 (PC61.5, eBioscience) or PE‐Cy7 (PC61.5, Tonbo Bioscience), CD44 APC (clone IM7, eBioscience) or Alexa Fluor 700 (clone IM7, BioLegend), OX40 PE‐Cy7 and APC (clone OX86, BioLegend), GITR FITC (clone DTA‐1, BioLegend), TNFRII APC (clone TR7554, R&D Systems), Neuropilin‐1 APC or PE‐Cy7 (clone 3E12 BioLegend), CD103 APC (clone 2E7, BioLegend), CCR4 APC (clone 2G12, BioLegend), TIGIT PE‐Cy7 (Clone 1G9, BioLegend), CCR2 AF647 (clone SA203G11, BioLegend), CCR5 APC (clone HM‐CCR5, BioLegend) and Sca1 (clone D7, BioLegend). Annexin V staining was performed using APC‐labelled Annexin V, according to the manufacturer's instructions (eBioscience).

### qPCR analysis

For sorted cells, RNA was extracted using the Arcturus PicoPure RNA kit (Life Technologies) according to the manufacturer's instructions. cDNA was generated using random hexamers and Superscript II (Life Technologies) according to the manufacturer's instructions. mRNA expression was quantified using SYBR green (BioRad) and expressed relative to the housekeeping gene *Hprt*. Primer sequences: *Hprt* For: AGCCTAAGATGAGCGCAAGT, *Hprt* Rev: TTACTAGGCAGATGGCCACA. *Il2* For: AGCAGCTGTTGATGGACCTA *Il2* Rev: CGCAGAGGTCCAAGTTCAT (Martins *et al*, 2008). *Foxp3* For: CACCCAAGGGCTCAGAACTTCTAG, *Foxp3* Rev: ATGACTAGGGGCACTGTAGGCA, *Foxp3‐Timer* For: CAGCTCCTCTGCCGTTATCC, *Foxp3‐Timer* Rev: CCTCGCCCTCGATCTCGA

### RNA‐seq

*Foxp3*‐Tocky mice were sensitised by application of 3% oxazolone to the abdomen. Five days later, dLN were harvested and CD44^lo^Foxp3^−^, CD44^hi^Foxp3^−^, *Pers1, Pers2, PAt* and *Arrested* T cells were sorted and RNA extracted using the Arcturus PicoPure RNA kit (Life Technologies) according to the manufacturer's instructions. Library was prepared using the Illumina TruSeq^®^ Stranded mRNA LT kit according to manufacturer's instructions. Libraries were analysed by Bioanalyzer (Agilent) for quality control and quantified using Qubit (Life Technologies). Library concentrations were normalised and pooled and sequenced on the Illumina HiSeq platform (Illumina), and 100‐bp paired‐end readings were obtained. After demultiplexing fastq files and performing QC analysis by *fastQC*, sequence reads were aligned to either the mouse genome (mm10) with or without the *Timer* gene by *TopHat2*. Statistical analysis was performed using the Bioconductor package *DESeq2*. Differentially expressed gene lists were generated using the union of the genes with FDR < 0.05 and log fold change > 1 in comparison with any of the other three sample groups (i.e. Pers1 versus PAt, Arrested and CD44^hi^). PCA was performed using the CRAN package *Stats*, and the 3D plot was generated by the CRAN package *rgl*. Heatmap was generated by the CRAN package *gplots*, and hierarchical clustering used a complete linkage algorithm. Pathway analysis was done using the Bioconductor package *clusterProfiler* and the Reactome database through the package *ReactomePA*.

### Timer data analysis

Sample data including a negative control were batch gated for T‐cell populations and exported by FlowJo (FlowJo LLC, OR) into csv files, including all compensated fluorescence data in the fcs file. The code developed in this study imports csv files into R, pre‐processes and normalises data, and automatically identifies Timer^+^ cells and performs trigonometric data transformation, producing Timer‐Angle and Timer‐Intensity data for individual cells in each sample, as previously described (Bending *et al*, 2018). Basic procedures for flow cytometric data analysis have been previously described elsewhere (Fujii *et al*, 2016).

### Statistical analysis and data visualisation

Statistical analysis was performed on R or Prism 6 (GraphPad) software. Percentage data for Timer^+^ and Timer locus analysis were analysed by Mann–Whitney *U*‐test or Kruskal–Wallis test with Dunn's multiple comparisons using the CRAN package *PMCMR*. Samples with fewer than 20 Timer^+^ cells were not included in the analysis (except for Fig 7G, where threshold was set as 10). For analysis of mRNA, ear thickness data, and Timer‐Angle and intensity, Student's *t*‐test was used for comparison of two means. For comparison of more than two means, a one‐way ANOVA with Tukey's post hoc test was applied using the CRAN package *Stats*. For comparison of variation between two data sets across two variables, a two‐way ANOVA was used with Sidak's multiple comparisons test. Scatter plots and density plots were produced by the CRAN packages *ggplot2* and *graphics*. All computations were performed on Mac (version 10.11.6). Adobe Illustrator (CS5) was used for compiling figures and designing schematic figures. Variance is reported as SD or SEM unless otherwise stated. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Data and code availability

RNA‐seq data can be obtained at NCBI GEO with the accession number GSE89481. All R codes are available upon request. Data will be made available upon reasonable requests to the corresponding author.

## Author contributions

MO conceived the Tocky strategies and the project. DB, TC and MO conceived and designed immunological experiments. DB, AP, CD and PPM performed animal experiments. DB and AP performed molecular experiments. DB performed RNA‐seq experiment. MO wrote computational codes, and performed bioinformatics analysis and data visualisation. DB, TC and MO wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Review Process File Click here for additional data file.

# Supplementary material for: A temporally dynamic Foxp3 autoregulatory transcriptional circuit controls the effector Treg programme
**Source:** EMBO J. 2018 Jul 10;37(16):e99013. doi: 10.15252/embj.201899013

## Expanded View Figures

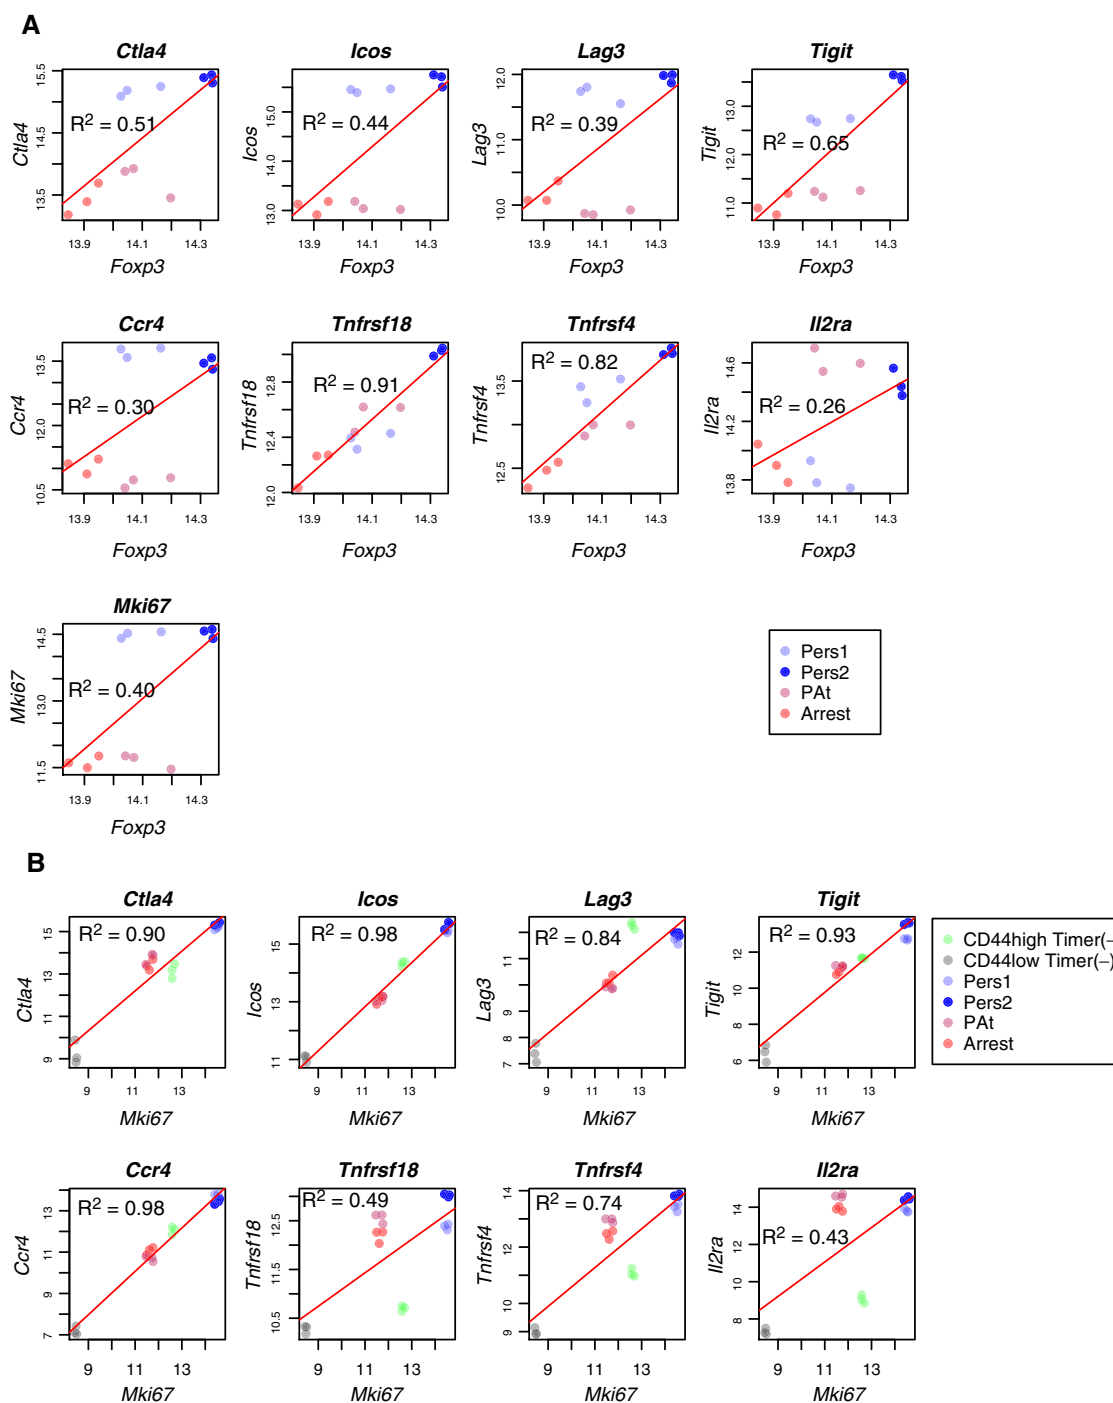

**Figure EV1. Analysis of correlations between Foxp3 and Mki67 in RNA-seq data from Fig 5.**

A, B Scatter plots showing the correlations between the indicated transcripts (normalised log2 of read counts) and Foxp3 transcripts and Mki67 transcripts. Note that Foxp3<sup>+</sup> cells only are shown in (A). Red lines indicate linear regression line, and R-square values are shown. Group designations are shown by colours (see legend),  $n = 3$ .

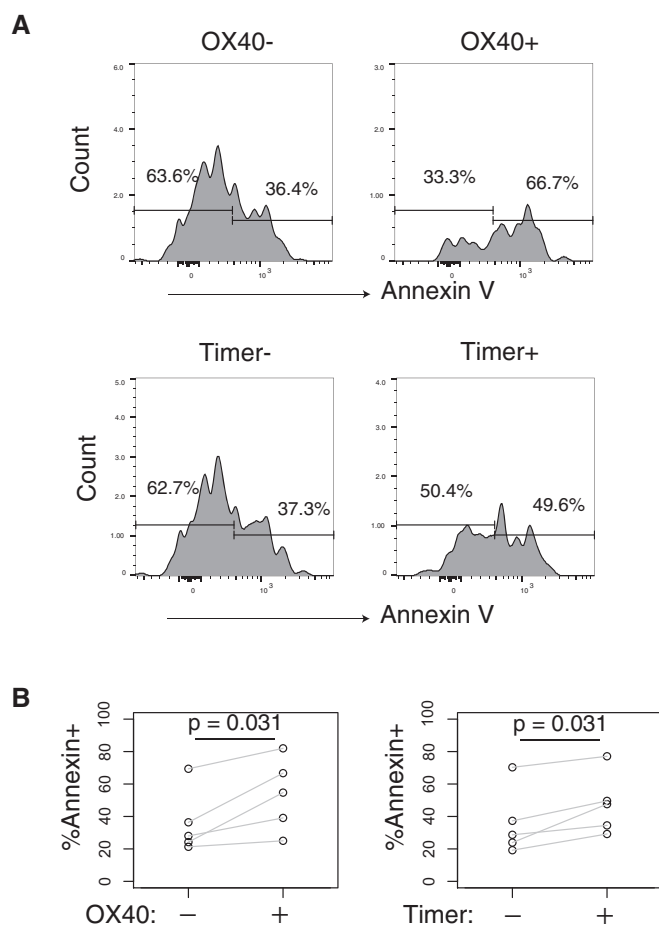

**Supplement:** Supplementary file 1 — Expanded View Figures PDF

How the deposited data were processed for this re-analysis (not part of the article)

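Gene expression was measured by RNA-seq in 18 libraries from 6 sorted T-cell populations (Tnaive, Teff, Pers1, Pers2, PAt and Arrested), with 3 replicates each, 5 days after Foxp3-Tocky mice had been sensitised with 3% oxazolone. Each replicate came from a pool of 3 mice. All 18 columns of the table were used. As the paper describes, the authors prepared stranded mRNA libraries, aligned paired-end reads of 100 bp to mm10 with or without the Timer gene using TopHat2, and analysed them with DESeq2.

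The authors deposited log2 values of normalised counts, in the form of the regularised log transform of DESeq2, for 15402 genes. The values run from -0.02 to 18.89, 173 are negative and none is a whole number. The normalisation and the transform are therefore part of the values, and were kept. Before the data were examined, the design had assumed read counts. Since the values are not counts, limma was used on the values as deposited, with no pseudocount, in place of edgeR's quasi-likelihood test, which was not used. Read counts were not analysed here, so the depth per library and the counting error are unknown, and the precision rests on the spread between the 3 replicates. The transform draws fold changes of genes with few reads towards 0. In 22 rows the symbol is a date, with 20 distinct ones, and these genes are not named. No row names Timer or Gfp.

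The 13190 genes with a mean log2 value of at least 3 were tested, and 2212 were left out. One linear model with the 6 populations was fitted to all 18 libraries (12 residual degrees of freedom) with limma 3.58.1 in R 4.3.3, with variances moderated along a trend on mean expression and Benjamini-Hochberg adjustment. All adjusted p-values of fold changes come from limma. The study's thresholds were used, an adjusted p under 0.05 and an absolute log2 fold change over 1. Gene lists followed the study's union of comparisons with 3 other groups, which its methods give for Pers1, and were made in the same way for the other populations. The named genes were chosen before the data were examined. They are the genes that the paper names for these data and for the proteins of Fig 6, and the 5 highest and 5 lowest fold changes between the persistent populations and PAt and Arrested, among genes past the threshold whose libraries did not overlap, with 3 each way for the comparisons within a pair. Genes named outside that rule, in the marker lists and in the closing part, were chosen after their values were seen.

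Principal components were computed on the tested genes, centred and not scaled. The separation of the persistent libraries from PAt and Arrested libraries was tested by an exact permutation test over the 462 splits of the 12 Timer+ libraries. Correlations within a pair of populations were tested by exact permutation over all pairings of 6 libraries, and on deviations from the population means over the 36 pairings that keep each library in its population. Reactome terms came with the package fgsea 1.28.0, and symbols were matched to Entrez identifiers through a RefSeq gene table, by symbol or else by synonym. Fisher's exact test was used on 822 terms with at least 10 tested genes. camera with a preset correlation of 0.01 and fry tested the terms' fold changes. Gene coordinates came from GENCODE vM21 on GRCm38. Python 3 drew the figure with matplotlib.

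The replicate number was taken to pair the libraries. The deposited description has the 6 populations sorted from each mouse and the paper has pools of 3 mice, and neither states outright that 1 number marks the same pool in all 6 populations. The deviations of libraries from their population means were checked for this. Between populations, 45 pairs of libraries with the same number had a median correlation of 0.166 (from -0.206 to 0.436, 42 above 0), and 90 pairs with different numbers had a median of -0.064. The main model had no block for the replicate, as the study's methods name none. With the replicate block, the number of genes between the persistent populations and PAt and Arrested was 992.

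The model was tested on simulated data before use. With 200 of 13190 genes changed by a log2 effect of 2, it recovered 200 genes, 100%, with 0 false calls. The simulated noise was independent between genes and libraries and the effect lay above the threshold, so these counts are not error rates for the real libraries. Alternatives to the filter, the samples in the fit, the threshold, the make-up of the gene lists and the background of terms were run, as were fits with a block for the replicate and fits that each left out 1 library. Lists of marker genes of plasmacytoid dendritic cells, B cells, macrophages or monocytes, NK cells and salivary gland, and of antigen presentation by class II and B cell signalling, were written by hand after values of several of these genes had been seen. Each was compared with 10000 random lists of genes matched on mean expression. Protein, flow cytometry and quantitative PCR measurements of the paper were not analysed here. Values of some single genes that fall under the rule for named genes are not reported here.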

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

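All tests in this part were chosen only after the result was seen.

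The Teff libraries showed a signal of genes that the paper does not discuss, above the level in Tnaive cells. The 17 genes of a list for plasmacytoid dendritic cells had a median log2 fold change of 3.58 between Teff and Tnaive cells, all 17 were higher in Teff cells, and none of 10000 random lists matched on mean expression reached that median. Siglech had a mean log2 value of 10.62 in Teff and 3.85 in Tnaive cells, Mpeg1 11.64 and 4.66, and Pld4 10.58 and 5.36. Of the 17 genes, 4 had a mean of at least 8 in Tnaive cells and 1 is also in the salivary gland list. The 10 genes of a B cell list were higher in Teff cells as well, with a median of 2.12, which 0 of 10000 random lists reached. RNA of plasmacytoid dendritic cells and of B cells in the sorted Teff cells is thus a candidate explanation. Macrophages or monocytes cannot be told apart from it: 5 of 10 genes of their list were tested, with a median of 2.18, and the others lay near the lowest values. NK cells stay open too, with a median of 0.95 over 6 of 8 genes that went both ways, from -2.27 to 3.20, of which 2 had high values in Tnaive cells. The genes of antigen presentation by class II and of B cell signalling, drawn up partly from genes of the cytokine term seen in the lists, had medians of 3.53 and 2.73, and the salivary gland list had 0.08. These genes raise Teff values and so cannot add them to the lists of genes higher in a Timer+ population than in Teff. Expression of such genes by Teff cells themselves was not tested and stays open.

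B cell genes were also above the Tnaive level in PAt and Arrested cells, with a median log2 fold change of 1.51 over the 10 genes. Cd79a had a mean log2 value of 9.88 in PAt, 9.58 in Arrested, 8.70 in Pers1, 8.48 in Pers2 and 8.21 in Tnaive cells. Between the persistent populations and PAt and Arrested, all 10 genes were lower in the persistent populations, with a median of -0.86, lower than in each of 10000 random lists. Macrophage or monocyte genes had a median of -0.12 in that comparison, NK cell genes -0.01 and plasmacytoid dendritic cell genes -0.15, over members that went both ways, which decides nothing. The salivary gland list had -0.96, lower than each of 10000 random lists, over 5 tested genes of which 1 went the other way. Of these genes, Smr3a, Bpifa2 and Amy1 were highest in 1 library, PAt replicate 1 (10.22, 9.30 and 7.44). How far that library carries the median was not tested, so the value does not speak for PAt and Arrested libraries in general. Antigen presentation by class II had -1.11 and B cell signalling -0.85. RNA of B cells in the PAt and Arrested libraries may explain the pattern. A lower purity of these libraries that brings in several cell types stays open too, since these values do not settle it. A difference in how many B cells adhere to or are sorted with these T cells was not tested.

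Smr3a had a log2 value of 10.22 in the library PAt replicate 1, far above the Tnaive mean of 3.45. Bpifa2 (9.30) and Amy1 (7.44) were also highest there. Of 10 salivary gland genes in the table, 5 were highest in that library, and the remaining ones were highest in others or lay near the lowest values. Bpifa2 was next highest at 6.92 in PAt replicate 2, then at 6.67 in Arrested replicate 2 and 6.10 in Pers2 replicate 2. In each population other than PAt, Bpifa2 and Smr3a were highest in replicate 2. Amy1 was so in Teff, Pers1, Pers2 and Arrested cells but not in Tnaive cells, and Klk1 did not follow this order. The signal was thus not confined to PAt replicate 1. RNA of salivary gland, which could enter with lymph nodes, cannot be told apart from another source. Pip and Car6 (1.13 and 2.43 in PAt replicate 1) lay near the lowest values. Without PAt replicate 1, the number of genes between PAt and Arrested was 19. No biological explanation was tested.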

How the results depend on the processing

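Alternatives were set before the data were examined, except quantile normalisation between libraries, centring of each library on its median, moderation without the mean trend and a mean log2 value of at least 6, which were chosen after seeing the data. Alternatives that need read counts, although set in advance, were not run: the DESeq2 test, DESeq2 size factors, library size alone, a filter on counts, pseudocounts and another transform. limma's treat took the place of a test that needs counts against a fold change. The depth is unknown, so how far the shrinkage of genes with few reads limits their fold changes could not be measured.

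The PCA separation kept its side of the threshold under every alternative run, with a ratio of between-pair to within-pair distance from 1.81 (genes scaled to unit variance) to 4.27, and from 2.73 to 2.87 across the 12 fits that each left out 1 library. The number of genes between the persistent populations and PAt and Arrested ran from 932 (mean of at least 6) to 1034 (without Pers2 replicate 2) where the thresholds were kept. Centring each library shifted the median log2 fold change of all genes by -0.07 in that comparison and by -0.14 for the persistent populations against Tnaive. With centred libraries, 566 genes were higher and 440 lower in the persistent populations than in PAt and Arrested, a smaller excess than 625 and 365. In the main fit, without centring, 4732 genes were higher and 4625 lower by the adjusted p alone. The order of the list sizes also changed under centring, to 782 (Pers1), 873 (Pers2), 818 (PAt) and 778 (Arrested). The Cell Cycle result kept its direction and its side of the threshold in all 4 lists under every alternative run.

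Without the threshold on the fold change, the counts were 9357 genes between the persistent populations and PAt and Arrested, 1395 between Pers1 and Pers2 and 665 between PAt and Arrested, and 5401, 5428, 5384 and 5252 genes in the Pers1, Pers2, PAt and Arrested lists. Under treat against a log2 fold change of 1 they were 615, 0 and 0, and 523, 599, 383 and 291. At an unadjusted p under 0.05, treat gave 9 genes between Pers2 and Pers1 and 4 between Arrested and PAt. With genes required in all 3 comparisons, the lists held 305, 382, 138 and 94 genes. These changes follow from looser or stricter thresholds. The number between PAt and Arrested ran from 12 to 26 across the 6 fits that each left out 1 library, and was 26 without Arrested replicate 3. In that fit 14 genes were higher and 12 lower in Arrested cells, while in the other fits more genes were lower. The direction of the majority thus depended on 1 library. The cause was not tested.

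For the cytokine term, the genes of one pair alone gave an odds ratio of 2.84 for PAt and for Arrested, no longer past the threshold (adjusted p = 0.0991), from fewer genes. Over the other alternatives set for the PAt list the adjusted p stayed under the threshold, from 3.2e-04 to 0.00661 in the fits that left out 1 library. The term's mean log2 fold change of -0.10 passed the threshold under fry but not under camera. In the Pers2 list, where the term was not enriched, the odds ratio crossed 1 with no filter (1.03), with quantile normalisation (1.02) and with centred libraries (1.03). In the Pers1 list it ran from 0.879 to 1.05 across the 12 fits that left out 1 library, and was 1.05 without Pers1 replicate 1. The cause was not tested.

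Over all 18 libraries in place of 12, R2 with Foxp3 was 0.467 for Ctla4, 0.189 for Icos, 0.0473 for Lag3, 0.318 for Tigit, 0.249 for Ccr4, 0.895 for Tnfrsf18, 0.724 for Tnfrsf4, 0.897 for Il2ra and 0.277 for Mki67. Over the 12 Timer+ libraries in place of 18, R2 with Mki67 was 0.961 for Ctla4, 0.994 for Icos, 0.965 for Lag3, 0.908 for Tigit, 0.975 for Ccr4, 0.279 for Tnfrsf18, 0.768 for Tnfrsf4 and 0.0287 for Il2ra. Within populations, R2 with Foxp3 fell to 0.0366 for Ctla4, 0.0490 for Icos, 0.0130 for Lag3, 0.0120 for Tigit, 0.434 for Tnfrsf18, 0.351 for Tnfrsf4 and 0.0849 for Mki67, and rose to 0.256 for Il2ra. For Ccr4 it was 0.383, a move within the spread. R2 with Mki67 was then 0.193 for Ctla4, 0.364 for Icos, 0.00158 for Lag3, 0.0323 for Tigit, 0.0461 for Ccr4, 0.0180 for Tnfrsf18, 2.6e-04 for Tnfrsf4 and 0.0320 for Il2ra. The samples used show the cause, since differences between populations are removed or added.

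Across the fits that each left out 1 library, R2 with Foxp3 ran from 0.542 to 0.749 for Ctla4, 0.524 to 0.706 for Icos, 0.493 to 0.690 for Lag3, 0.689 to 0.843 for Tigit, 0.417 to 0.606 for Ccr4, 0.715 to 0.875 for Tnfrsf18, 0.787 to 0.890 for Tnfrsf4 and 0.490 to 0.678 for Mki67. For Il2ra it ran from 0.0323 to 0.330, and was 0.330 without PAt replicate 2. R2 with Mki67 ran from 0.885 to 0.920 for Ctla4, 0.979 to 0.986 for Icos, 0.797 to 0.879 for Lag3, 0.917 to 0.945 for Tigit, 0.979 to 0.986 for Ccr4, 0.413 to 0.563 for Tnfrsf18, 0.680 to 0.780 for Tnfrsf4 and 0.336 to 0.492 for Il2ra.

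The direction of Irf4 against Teff, which is near 0, was -0.0642 with quantile normalisation and -0.0517 with centred libraries, and ran from -0.0362 to 0.0497 across the 9 fits that left out 1 library. The replicate block changed R2 of Ccr4 with Mki67 to 0.986 and no other call. Of 480 values under alternatives other than leaving out a library, 420 kept their direction and side of the threshold, or moved by less than the spread.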

Differences from the paper's values

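The Foxp3 values differ from those of Fig EV1A. In the deposited table they ran from 14.36 to 14.85 over the 12 Timer+ libraries, and all 12 points of the figure, read by eye, lie lower. R2 values with Foxp3 are therefore compared here between different Foxp3 values. The paper names alignments with or without the Timer gene, and its text does not name which one Fig EV1 or the deposited table holds. No alternative run here changes the alignment.

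For R2 with Foxp3 over the 12 Timer+ libraries, the lowest value among Ctla4, Icos, Lag3, Tigit and Ccr4 was 0.492 (Ccr4), against the paper's 0.30. For this, 15 alternatives had been set before the data were examined. The 3 values nearest to the paper's came without Pers2 replicate 1 (0.445), PAt replicate 2 (0.417) or Arrested replicate 2 (0.447). Only the one without PAt replicate 2 lay within 1 SD (0.124) of a bootstrap over libraries from 0.30. Over all 18 libraries, with the replicate block (0.501), within populations and in the other 9 fits, the values lay farther away.

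R2 of Il2ra with Foxp3 was 0.0781, against the paper's 0.26. R2 was nearer to that value within populations (0.256), without Pers1 replicate 1 (0.144) and without PAt replicate 2 (0.330). Within populations, however, r was negative, -0.456 within Pers1 and Pers2 and -0.559 within PAt and Arrested. Over the 12 Timer+ libraries r was 0.279, so the 0.256 belongs to a relation in the other direction. The other 10 fits that left out 1 library, all 18 libraries (0.897) and the replicate block (0.0922) did not close the gap.

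The paper puts Lag3 among the markers with very high R2 with Mki67, down to the paper's lower bound of 0.90; R2 of Lag3 was 0.837 here, and about 0.84 in Fig EV1B, read by eye. Over the 12 Timer+ libraries, an alternative set before the data were examined, R2 of Lag3 was 0.965. R2 of Tigit with Foxp3 was 0.743, above the paper's upper bound of 0.65. R2 of Tnfrsf18 with Foxp3 was 0.775 against the paper's 0.91, and was 0.895 over all 18 libraries and 0.875 without PAt replicate 2.

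The paper names Nkg7 and Irf4 among effector genes transcribed by persistent expressors. Nkg7 had a log2 fold change of 0.29 against PAt and Arrested and -0.30 against Teff cells, while against Tnaive cells it was higher by 2.53. Fig 5F, however, puts Nkg7 among Teff genes induced in Treg, so these values do not differ from the figure. Irf4 had a log2 fold change of 0.01 against Teff cells, and was higher than in PAt and Arrested cells by 1.43, in 6 of 6 libraries. The paper describes low Il7r in persistent expressors. Its log2 fold change was -2.43 against Tnaive cells, and it was -1.01 against Teff and -0.92, short of the threshold, against PAt and Arrested. In Fig 5F, Furin (0.16), Ikzf2 (0.42), Gata3 (0.53), Adam9 (0.52) and Tnfrsf4 (0.93) are among genes of the persistent populations, and none passed a log2 fold change of 1 against PAt and Arrested. The figure's legend, however, compares the Timer+ populations with Tnaive and Teff. Ikzf2 had means of 14.62 in Pers1 and 14.99 in Pers2 against 12.45 in Teff, and Tnfrsf4 13.38 and 13.83 against 11.06. These 2 genes therefore do not differ from the figure. Furin (11.62 and 11.75 against 11.47), Gata3 (12.49 and 12.44 against 12.20) and Adam9 (8.61 and 8.92 against 8.47) lay closer to Teff. Without the threshold on the fold change, 9357 genes had an adjusted p under 0.05.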

Other observations

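All tests in this part were set down only after the results were seen.

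Groupings of the same libraries were compared with the real ones. Of 100 groupings of the 12 Timer+ libraries into 6 and 6, 1 gave as many genes as the real one (989 genes in a model that joins the 2 populations of each pair), the real one itself, and the next largest gave 426. Of 100 groupings that put as many libraries of each replicate number in both groups, again 1 did, with 434 the next largest. Most of these groupings divide the replicates of a population, so these shares do not measure how rare this pairing of the 4 populations is. Between Pers1 and Pers2, and between PAt and Arrested, 1 of 10 groupings, the real one, gave as many genes as its 25 and 16, and so did 1 of 4 balanced over replicate numbers. The other 9 groupings gave 0 genes in each pair. At an unadjusted p under 0.05 with the same threshold on the fold change, they gave from 0 to 3 genes for Pers1 and Pers2, where the real grouping gave 25, and from 3 to 14 for PAt and Arrested, where it gave 22. With so few groupings the share cannot be under 0.05. The model's p-values argue against chance differences between replicates: 24 of the 25 and 14 of the 16 genes also passed a Bonferroni adjustment over all tested genes, and the adjusted p from limma was as low as 3.7e-08 and 2.0e-08. On simulated data with no difference between Pers1 and Pers2, 0 genes were called there. That simulation drew independent noise for each gene and library, so it cannot speak for differences that many genes of a real library share. For the lists, 1 of 100 groupings gave as many genes as the Pers1 list and 2 of 100 balanced ones, and 1 and 1 as the Pers2 list. For PAt 4 of 100 and 7 of 100 balanced ones gave as many, and for Arrested 3 and 5. The groupings behind the lists still hold the difference between the persistent and the other libraries, and can place persistent libraries under the name of PAt or Arrested. They are no reference without a change, so the larger lists among them say nothing about chance in the PAt and Arrested lists.

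The cytokine term's enrichment in the PAt and Arrested lists was tested for a share due to B cell RNA. Of the term's 30 genes in the PAt list, 7 were among 26 listed genes of B cells and antigen presentation. Without the 26, the odds ratio was 2.22 in the PAt list (adjusted p = 0.118 from Fisher's exact test), and without 65 genes including those whose values followed the B cell genes it was 2.26 (adjusted p = 0.0938). Part of the 26 was written from the term's own genes seen in the PAt list, so leaving them out had to lower the odds ratio, and these values decide nothing. Whether B cell RNA contributes to the term, in part or as a whole, cannot be told apart, because no list drawn up apart from the term was tested.

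Foxp3 had a value in the Tnaive libraries equal to 10.5% of its Timer+ level, and 6.00% in Teff libraries. Cells like the Timer+ cells in the Tnaive sort would bring their other genes at that share. Il2ra lay at 0.855% of its Timer+ level, Lrrc32 at 0.452% and Ctla4 at 2.76%, which argues against such cells as the cause. Ikzf4 (12.6%) and Tnfrsf18 (20.9%) did not lie lower. Reads of Ccdc22, which overlaps Foxp3 on the opposite strand, stay a candidate explanation. Ccdc22 differed by -0.91 between Teff and Tnaive cells (standard error 0.08) and Foxp3 by -0.81 (standard error 0.07). Ppp1r3f, which overlaps Foxp3 too, differed by -1.56. Between Timer+ and Tnaive libraries, Ccdc22 differed by 1.20, Foxp3 by 3.25 and Ppp1r3f by -0.32. Ccdc22 values could thus hold reads of Foxp3 in turn, so its difference is not an independent comparison. Foxp3 transcription in the Timer-negative cells was not tested.

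In all 6 populations, 43 genes rose from replicate 1 to 2 to 3, where chance orders would give 0.283, and 18 fell. The other 4 orders gave at most 4 genes. Hspa1a rose by a mean of 2.10 on the log2 scale from replicate 1 to 3 (from 1.62 to 2.60 over the populations) and Hspa1b, a near-identical copy, by 1.99. Mx1 rose by 0.90 and Ifit3 by 0.96, while Sik1 fell by 1.46. Among the rising genes, 6 belonged to the Reactome term Interferon Signaling (odds ratio 21.4, adjusted p = 4.3e-04 from Fisher's exact test). Since the replicate number stands for both the pool of mice and its handling, these cannot be told apart. The number does not run along the populations compared.

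Pers2 had more Timer-Blue and Timer-Red than Pers1, and PAt more than Arrested. Across 13190 genes, the difference of Pers2 from Pers1 and that of PAt from Arrested, which share no library, had a correlation of 0.441 (across genes, which are not independent replicates; Spearman's rho 0.375). Of 100 pairs of groupings of 3 and 3 libraries, 1, the real one, gave a correlation as large, and the next was 0.370. Of 280 genes with an adjusted p under 0.05 in both comparisons, where independence would give 70.3, 275 went the same way, 175 of them higher in the population with more Timer fluorescence. Itgae differed by 0.94 and 1.16, Fgl2 by 0.88 and 1.07, Sdc4 by 1.24 and 1.08, and Slc16a5 by -0.68 and -1.43. Timer-negative cells in the populations with less Timer fluorescence would lower such genes too. Foxp3 differed by 0.22 and 0.10, and its level in Tnaive cells puts the most that these cells would lower a gene at 0.24 and 0.12, or at 0.40 and 0.27 with Foxp3 differences larger by 2 standard errors. The 794 genes higher in Pers2 than in Pers1, whatever their fold change, differed between PAt and Arrested by a median of 0.15, and the 392 higher in PAt than in Arrested differed between Pers2 and Pers1 by a median of 0.28. Both medians lie under the wider limits, though 32.6% and 33.2% of these genes lay above them, against 6.40% and 3.14% of all genes. Whether such cells are the whole cause therefore cannot be told apart, given the error of Foxp3. A set of genes that follows Timer fluorescence in both pairs is a candidate explanation, and whether Timer-Blue or Timer-Red carries it was not tested.

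Hprt, the reference gene of the paper's quantitative PCR, was higher in the persistent populations than in PAt and Arrested by a log2 fold change of 0.85 (standard error 0.05, adjusted p = 8.0e-12 from limma). Among the genes of proteins in Fig 6, Itgae differed by 2.36 and Ly6a by 2.19, while Nrp1 differed by 0.02 (standard error 0.06), with 13.36 in Pers1, 13.37 in Pers2, 13.46 in PAt and 13.23 in Arrested cells. In Arrested replicate 2, Rn45s had a log2 value of 18.58, against 14.57 and 15.71 in the other Arrested replicates, and Lars2 16.25 against 13.28 and 13.41. Without that replicate, the number of genes between the persistent populations and PAt and Arrested was 986.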
